# Electrical stimulation modulates Wnt signaling and regulates genes for the motor endplate and calcium binding in muscle of rats with spinal cord transection

**DOI:** 10.1186/1471-2202-14-81

**Published:** 2013-08-02

**Authors:** Yong Wu, Lauren Collier, Weiping Qin, Graham Creasey, William A Bauman, Jonathan Jarvis, Christopher Cardozo

**Keywords:** Spinal cord injury, Paralysis, Electrical stimulation, Exercise, Gene expression

## Abstract

**Background:**

Spinal cord injury (SCI) results in muscle atrophy and a shift of slow oxidative to fast glycolytic fibers. Electrical stimulation (ES) at least partially restores muscle mass and fiber type distribution. The objective of this study was to was to characterize the early molecular adaptations that occur in rat soleus muscle after initiating isometric resistance exercise by ES for one hour per day for 1, 3 or 7 days when ES was begun 16 weeks after SCI. Additionally, changes in mRNA levels after ES were compared with those induced in soleus at the same time points after gastrocnemius tenotomy (GA).

**Results:**

ES increased expression of Hey1 and Pitx2 suggesting increased Notch and Wnt signaling, respectively, but did not normalize RCAN1.4, a measure of calcineurin/NFAT signaling, or PGC-1ß mRNA levels. ES increased PGC-1α expression but not that of slow myofibrillar genes. Microarray analysis showed that after ES, genes coding for calcium binding proteins and nicotinic acetylcholine receptors were increased, and the expression of genes involved in blood vessel formation and morphogenesis was altered. Of the 165 genes altered by ES only 16 were also differentially expressed after GA, of which 12 were altered in the same direction by ES and GA. In contrast to ES, GA induced expression of genes related to oxidative phosphorylation.

**Conclusions:**

Notch and Wnt signaling may be involved in ES-induced increases in the mass of paralyzed muscle. Molecular adaptations of paralyzed soleus to resistance exercise are delayed or defective compared to normally innervated muscle.

## Background

Spinal cord injury (SCI) causes substantial loss of skeletal muscle mass, endurance, fiber cross sectional area, and strength (for reviews, see [1-3]). Reduced resistance to fatigue is associated with a shift in muscle fiber type from slow to mixed or fast twitch fibers which are less able to generate ATP by oxidative phosphorylation to support repetitive contractions, and are thus more quickly fatigued [1-3]. The fiber type of an individual muscle cell is determined by its specific content of contractile isoforms and the mix of enzymes involved in ATP generation. Determinants of fiber type include signaling through calcineurin/NFAT in concert with activation of the transcriptional coregulator PGC-1α [4]. PGC-1α is also a master regulator of mitochondrial biogenesis and oxidative phosphorylation [4]. Following SCI in male rats, nuclear levels of PGC-1α are reduced, as is expression of slow-twitch fiber type genes and genes for enzymes needed for oxidation of fats and carbohydrates to generate ATP [5].

Neuromuscular activity induced by electrical stimulation (ES) of nerves is capable of reducing or reversing at least some adverse effects of SCI on muscle. In rats with spinal isolation (SI), implanted microstimulators prevent muscle loss when stimulation of muscle contraction is provided [6]. SI is a variant of SCI in which reflex arcs below the level of the spinal cord transection are disrupted through additional surgeries that include cutting thoracic and lumbar dorsal nerve roots. Similarly, ES prevents loss of muscle in individuals with SCI [7], and exercise using functional ES (FES)-induced muscle contractions increases muscle mass, force of muscle contraction, and muscle endurance and reverses at least partially slow to fast fiber type changes [8-14].

Very little is known about the molecular adaptations that underlie the effects of ES to restore a more normal function to chronically paralyzed muscle or how such adaptations compare to those of a normally innervated muscle exercised in a similar manner. Adaptation of skeletal muscle to exercise has been shown to involve molecular responses that include the activation of several fundamental signaling networks. Signaling through Notch has been implicated in muscle hypertrophy in response to testosterone or resistance exercise [15-17]. In rodents, hypertrophy in response to muscle overloading was associated with and requires increased Wnt/ß-catenin signaling [18,19]. In slow-twitch, but not fast-twitch muscle, hypertrophy has been suggested by some studies to also involve signaling through the calcium-dependent calcineurin/NFAT pathway [20,21]. Expression of PGC-1α and downstream genes for mitochondrial biogenesis is increased rapidly after exercise [22,23]. A study of gene expression changes in 2 individuals with SCI in whom ES had been used to train the soleus muscle for 6 years showed that ES increased expression of slow-twitch fiber genes and genes encoding PGC-1α and proteins involved in metabolism of carbohydrates and lipids to generate ATP [24]. While one might expect rapid increases in expression of such genes after initiating ES, in patients with SCI, 4 weeks of ES did not alter fiber types in the tibialis anterior muscle [25]; it is not clear whether this finding reflects a delay in activation of signaling by which programs for expression of such gene expression or a defect in the ability of neuromuscular activity to activate the molecular signals necessary to upregulate these genes. The possibility that there are fundamental impairments in response of paralyzed muscle to training using ES after SCI has not been systematically explored.

The primary goal of this investigation was to gain insight into the early molecular adaptations that occur after initiating isometric resistance exercise in rats with SCI. Isometric exercise was provided by ES that was begun 16 weeks after SCI and performed daily for 1, 3 or 7 days in female rats with a complete transection of the spinal cord at T10. Properties of muscle from these animals were compared to those for animals with SCI that were not trained with ES and with animals that had sham SCI surgery. Real-time PCR was used to examine changes in expression levels of selected genes involved in Notch, Wnt and calcineurin signaling, as well as genes for PGC-1α and slow-twitch myofibrillar genes. In addition, an unbiased assessment of changes in gene expression was performed using high density oligonucleotide DNA microarrays. We used soleus muscle for these studies as it is a slow-twitch muscle that might be expected to show large alterations in these pathways, and for which effects of long-term ES on gene expression in humans have been reported [24]. To provide insight as to how exercise responses of a paralyzed muscle differ from a normal one, gene expression changes induced by ES were compared to those that occur when a normally innervated soleus is overloaded by a distal tenotomy of a synergist, the gastrocnemius (GA) [26,27]. Design of the experiments is shown in Figure 1.

**Figure 1:**
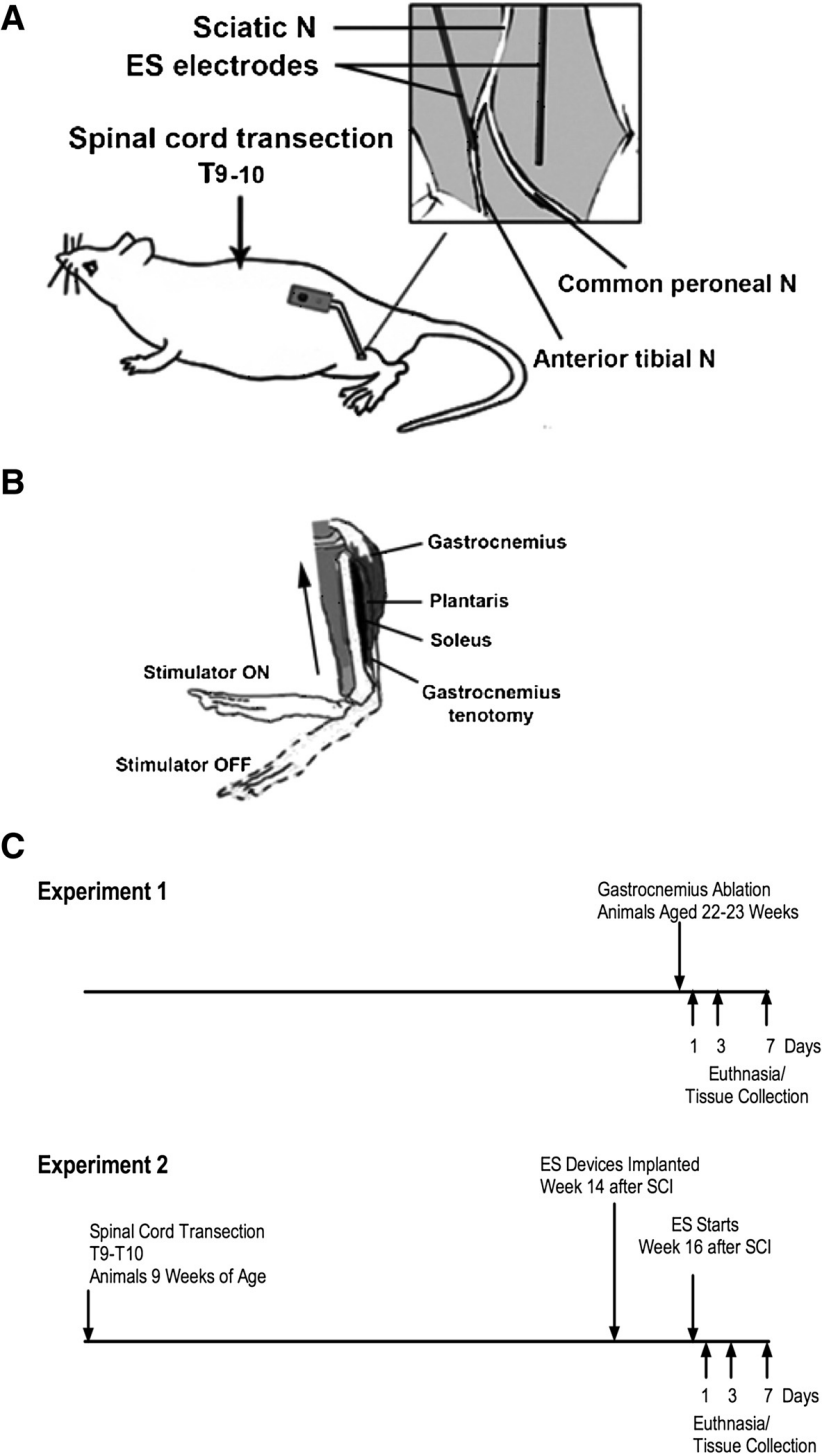
**Overview of the experimental design. A**. The placement of electrodes and the body of the stimulator are shown. **B**. Effects of stimulation on position of the foot are shown. **C**. The time-course of the studies with electrical stimulation (ES) and gastrocnemius tenotomy is shown.

## Results

### Effects of SCI, ES and GA on body and muscle weights

When compared to animals that underwent a sham SCI procedure (Sham-SCI), body weights were increased by 6.7% for the SCI group that did not receive ES (SCI) and by 8.8% for the SCI group trained with ES (SCI-ES) for 7 days (Table 1). These trends were also present for preoperative body weights and thus most likely reflect differences in the size of the animals in the cohorts used.

**Table 1:** Body and left hindlimb muscle weights

**Treatment**	**Number of animals**	**Pre Op weight (g)**	**Final weight (g)**	**Left soleus (g/g)**	**Left plantaris (g/g)**
SHAM-SCI	13	232.9 ± 9.5	238.0 ± 14.5	0.049 ± 0.005	0.100 ± 0.017
SCI	8	241.5 ± 13.7	254.3 ± 23.6^a^	0.028 ± 0.009^a^	0.057 ± 0.014^a^
1 day ES	5	231.4 ± 10.2	259.9 ± 22.1	0.035 ± 0.009^a^	0.049 ± 0.006^a^
3 Day ES	4	227 ± 7.2	255.3 ± 8.9	0.037 ± 0.005^a^	0.074 ± 0.011^a^
7 Day ES	5	240.4 ± 11.3	259.0 ± 29.6^a^	0.032 ± 0.003^a^	0.072 ± 0.012^a^
1 Day GA	8	253.8 ± 18.3	251.90 ± 20.0	0.050 ± 0.005	0.090 ± 0.012
1 Day Sham GA	7	260.1 ± 16.7	256.7 ± 16.0	0.047 ± 0.003	0.087 ± 0.013
3 Day GA	8	279.1 ± 20.7	273.3 ± 18.1	0.051 ± 0.006	0.090 ± 0.006^b^
3 Day Sham GA	8	282.5 ± 22.0	275.8 ± 21.7	0.048 ± 0.009	0.081 ± 0.005
7 Day GA	8	268.0 ± 12.5	259.0 ± 12.3	0.055 ± 0.009^b^	0.089 ± 0.015
7 Day Sham GA	8	279.5 ± 23.3	277.0 ± 19.8	0.043 ± 0.004	0.081 ± 0.005

Muscle weights are normalized relative to preoperative body weights and are shown as mean ± SEM. ^a^ p <0.05 versus Sham-SCI. ^b^ p < 0.05 versus the Sham-GA group at the same time point. *Abbreviations*: *SCI* spinal cord injured, *ES* electrical stimulation, *GA* gastrocnemius ablation, *Op* operative.

SCI reduced plantaris muscle weights by 42% and soleus muscle weights by 43% (Table 1). The weights of the plantaris and soleus muscles from the SCI-ES animals at 1, 3 or 7 days of ES were not significantly different from those for the SCI animals and remained significantly reduced compared to Sham-SCI animals (Table 1). After 7 days of ES, when effects of ES on muscle weight might be expected to be the greatest, the weights of the left and right plantaris from SCI-ES animals were 0.072 ± 0.005 and 0.059 ± 0.002; this difference was not significant (p < 0.067). The weight of the left soleus was greater than that of the right soleus for SCI-ES animals at 7 days (p < 0.0017). The increase in soleus muscle weight after 7 days of ES indicates that some muscle hypertrophy occurred with the ES paradigm used.

In the GA model, body weights were similar for Sham-GA and GA groups; two-way ANOVA for muscle weights showed a main effect of GA for plantaris (p < 0.01) and soleus (p < 0.01) but not for time. Plantaris weight was increased by 11% at 3 days after GA, and appeared to be 9.9% greater at 7 days although this change did not reach significance. At 7 days after GA, soleus muscle mass was also increased (p < 0.01) by approximately 28% compared to soleus from Sham-GA animals at the same time point.

### Genome-wide analysis of the effects of SCI on muscle gene expression

Microarray analysis revealed 404 genes that were altered by at least 1.5 fold in soleus at 17 weeks after SCI, of which 219 were upregulated and 185 were downregulated. 

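Soleus RNA was hybridized to Affymetrix rat arrays, 1 array per animal, with 3 animals in each of 5 groups: Sham-SCI, SCI, and SCI followed by ES for 1, 3 or 7 days. SCI animals had the surgery for implantation and a gastrocnemius tenotomy at 14 weeks after transection, and Sham-SCI animals had neither, so SCI versus Sham-SCI holds the effects of all of these procedures. The values are the authors' log2 expression values per transcript cluster, the array's unit for a gene, made with the oligo package by baseline subtraction, quantile normalization and median polish. A mean for each group was fitted with limma to the 15 arrays, for 14456 genes that had a row with 1 symbol and a mean of at least 3. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 together with a change of at least 1.5 fold, the paper's minimum. Lists of genes were tested with camera, which compares the genes of a list with all others, at a preset correlation of 0.01 between genes. The tests, the lists and the rule for naming genes were chosen before the data were examined, although the values in the paper's tables had been seen. With 3 arrays per group, the number of arrays limits the precision.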

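Scd, a fatty acid desaturase, rose 12.4-fold in soleus after SCI, from 7.32 ± 0.639 in Sham-SCI to 10.96 ± 0.841 in SCI (log2 expression, SD, n = 3 animals each). Cd28, a costimulatory receptor of T cells, rose 7.96-fold (log2 fold change 2.99, SE 0.423, adjusted p = 0.011). Bdh1, an enzyme of ketone body metabolism (transcript cluster 10754931), fell by 2.78 on the log2 scale, from 9.29 ± 0.657 to 6.51 ± 0.304 (SD, n = 3), with an SE of 0.29 and an adjusted p of 0.0017. Rrad, a small GTPase that restrains calcium channels, fell by 2.53 (SE 0.471, adjusted p = 0.043). Of 14456 genes tested with limma, 58 changed, 23 upward and 35 downward, and 2111 (14.6%) had an unadjusted p under 0.05. In 3221 genes (22.3%) every SCI array lay on the same side of every Sham-SCI array, where chance gives 10%. Oxidative phosphorylation subunits were lower in SCI in 69 of 71 genes and higher in 2, with a median log2 fold change of -0.25 and values from -0.57 (Cox5b) to 0.11 (Ndufv3). The list's camera adjusted p was 8.2e-08 (adjusted p = 0.69 with an estimated correlation, and 0.061 without SCI replicate 2). None of its genes reached 1.5 fold, so 0 could be called changed at any p, over all genes or over the list alone. Without SCI replicate 1, 2 or 3 the count of changed genes was 14, 15 or 12, and without Sham-SCI replicate 1, 2 or 3 it was 27, 65 or 5. Bdh1 kept its call without any 1 of the 6 arrays (adjusted p up to 0.021), Cd28 lost it without Sham-SCI replicate 3 (0.051), Scd lost it without any 1 of them (0.056 to 0.1), and Rrad kept it only without Sham-SCI replicate 2 (0.033, otherwise 0.064 to 0.14).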

Among the 10 most upregulated genes were the Wnt inhibitors sFRP2 and sFRP4, as well as periostin (Postn), which is a protein linked to angiogenesis and cell mobility, and ciliary neurotrophic factor receptor (Cnftr) (Figure 2A). 

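Sfrp4, a secreted antagonist of Wnt proteins (transcript cluster 10798610), rose 7.38-fold after SCI, from 8.86 ± 0.716 to 11.75 ± 0.379 (log2 expression, SD, n = 3; SE of the change 0.537, adjusted p = 0.043). Postn, which encodes the matrix protein periostin (transcript cluster 10815369), rose 7.11-fold, from 8.25 ± 0.516 to 11.08 ± 0.432 (adjusted p = 0.043). Cntfr, the ciliary neurotrophic factor receptor (transcript cluster 10882367), rose 4.53-fold (log2 fold change 2.18, SE 0.386, adjusted p = 0.031). Sfrp2 was 6.68 ± 1.01 in Sham-SCI and 9.72 ± 0.417 in SCI (SD, n = 3), a log2 fold change of 3.04 (SE 0.629) that did not pass the test (adjusted p = 0.054), although all 3 SCI arrays lay above all 3 Sham-SCI arrays. Among 33 genes of the extracellular matrix, 31 were above and 2 below their Sham-SCI level, with a median log2 fold change of 0.995. Postn alone changed after adjustment over all genes, and 20 rose when adjusted over the list alone (camera adjusted p = 4.6e-16, and adjusted p = 0.42 with an estimated correlation). Fibroblast markers lay higher together with them, 13 of 13 above 0 with a median of 0.92 and a maximum of 1.59 (Fap). Of these 13 markers 7 rose when adjusted over the list alone (camera adjusted p = 9.2e-08, and adjusted p = 0.42 with an estimated correlation). The calls for Sfrp4 and Postn ended without any 1 of the 6 arrays (adjusted p = 0.061 to 0.13 and 0.065 to 0.15), and Cntfr kept its call only without Sham-SCI replicate 2 (0.011, otherwise 0.064 to 0.12). Among the fits with 1 array left out, Sfrp2 passed the test only without Sham-SCI replicate 1 (0.045, otherwise 0.093 to 0.23).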

Highly downregulated genes included Ankrd2 (Figure 2A), as well as the calcineurin inhibitors RCAN1 and RCAN2, the slow-twitch myosin heavy chain gene MyH7b, and the calcium binding protein calsequestrin 2 (Additional file 1: Table S1).

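Ankrd2, an ankyrin repeat protein of slow muscle that responds to stretch (transcript cluster 10730332), fell from 13.24 ± 0.383 in Sham-SCI to 10.57 ± 0.149 in SCI (log2 expression, SD, n = 3; SE of the change 0.531, adjusted p = 0.047). Rcan1 (transcript cluster 10753214) fell from 10.62 ± 0.455 to 8.76 ± 0.399 (log2 fold change -1.86, SE 0.304, adjusted p = 0.024). Rcan2 (transcript cluster 10926658) fell from 11.32 ± 0.206 to 10.22 ± 0.116 (log2 fold change -1.10, SE 0.188, adjusted p = 0.031). Myh7b and Casq2 had log2 fold changes of -1.83 (SE 0.424) and -1.91 (SE 0.449) and did not pass the test (adjusted p = 0.076 for each), although all 3 SCI arrays lay below all 3 Sham-SCI arrays. Of 16 genes of slow-twitch fibers 15 were below and 1 was above the Sham-SCI level, with a median log2 fold change of -0.99. Ankrd2 changed and 3 of the 16 fell when adjusted over the list alone (camera adjusted p = 6.3e-07, and adjusted p = 0.47 with an estimated correlation). All 14 genes of fast-twitch fibers were above it, from 0.21 (Myl1) to 2.22 (Pvalb), with a median of 1.03 (camera adjusted p = 5.1e-07, and adjusted p = 0.47 with an estimated correlation), and 8 rose when adjusted over the list alone. The mean deviations of these genes from their medians over the 15 arrays were -2.61, 0.294 and -0.929 in Sham-SCI replicates 1 to 3 and 0.224, -0.499 and 0.205 in SCI replicates 1 to 3, so Sham-SCI replicate 1 carries most of the difference and Sham-SCI replicate 2 lay above every SCI array. The 15 genes of calcineurin and NFAT signaling, which include Rcan1 and Rcan2, had a median of 0.00 (camera adjusted p = 0.83), and these genes were its 2 changed members. The call for Ankrd2 ended without any 1 of the 6 arrays (adjusted p = 0.065 to 0.18), with quantile normalization again (0.05) and with a trended and robust prior (0.057), that for Rcan1 remained only without SCI replicate 2 (0.033) or Sham-SCI replicate 2 (0.014; otherwise 0.084 to 0.12), and that for Rcan2 only without Sham-SCI replicate 2 (0.025, otherwise 0.075 to 0.12).

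**Figure D1:**
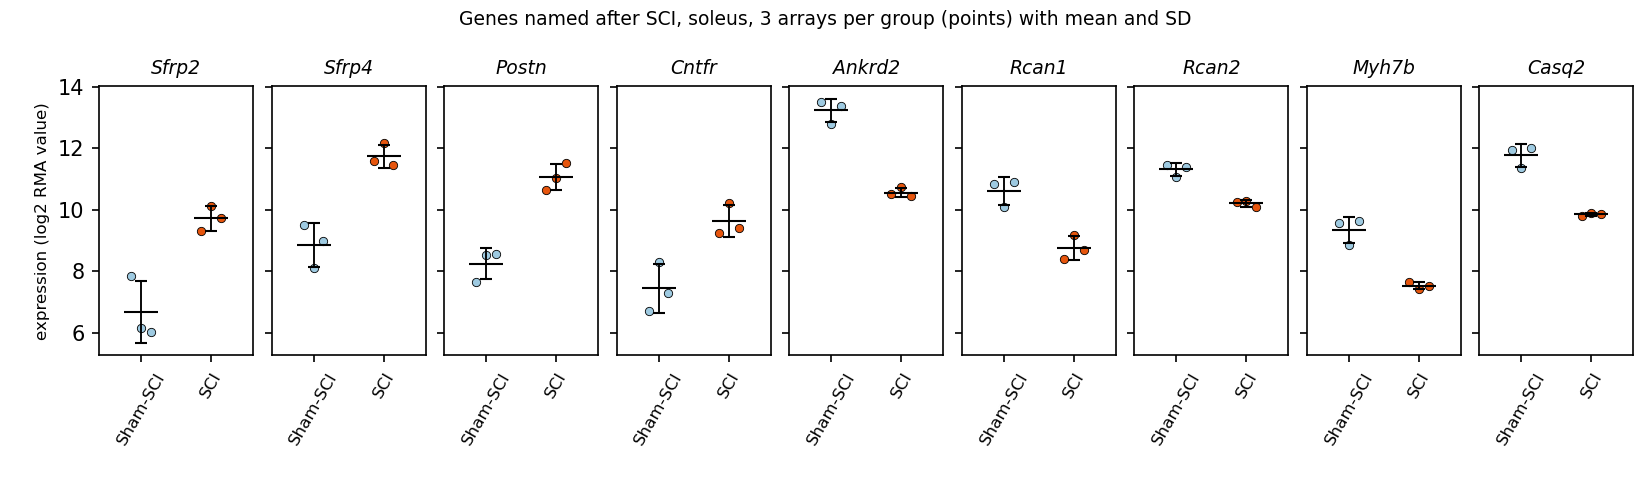
Expression (log2 RMA value, y axis) of 9 genes in soleus of Sham-SCI and SCI animals (x axis). Points are the 3 arrays of each group, the horizontal bar is the mean and the error bars are the SD. In each panel all 3 SCI points lie on the same side of all 3 Sham-SCI points, and for Ankrd2 the means are 13.24 and 10.57.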

**Figure 2:**
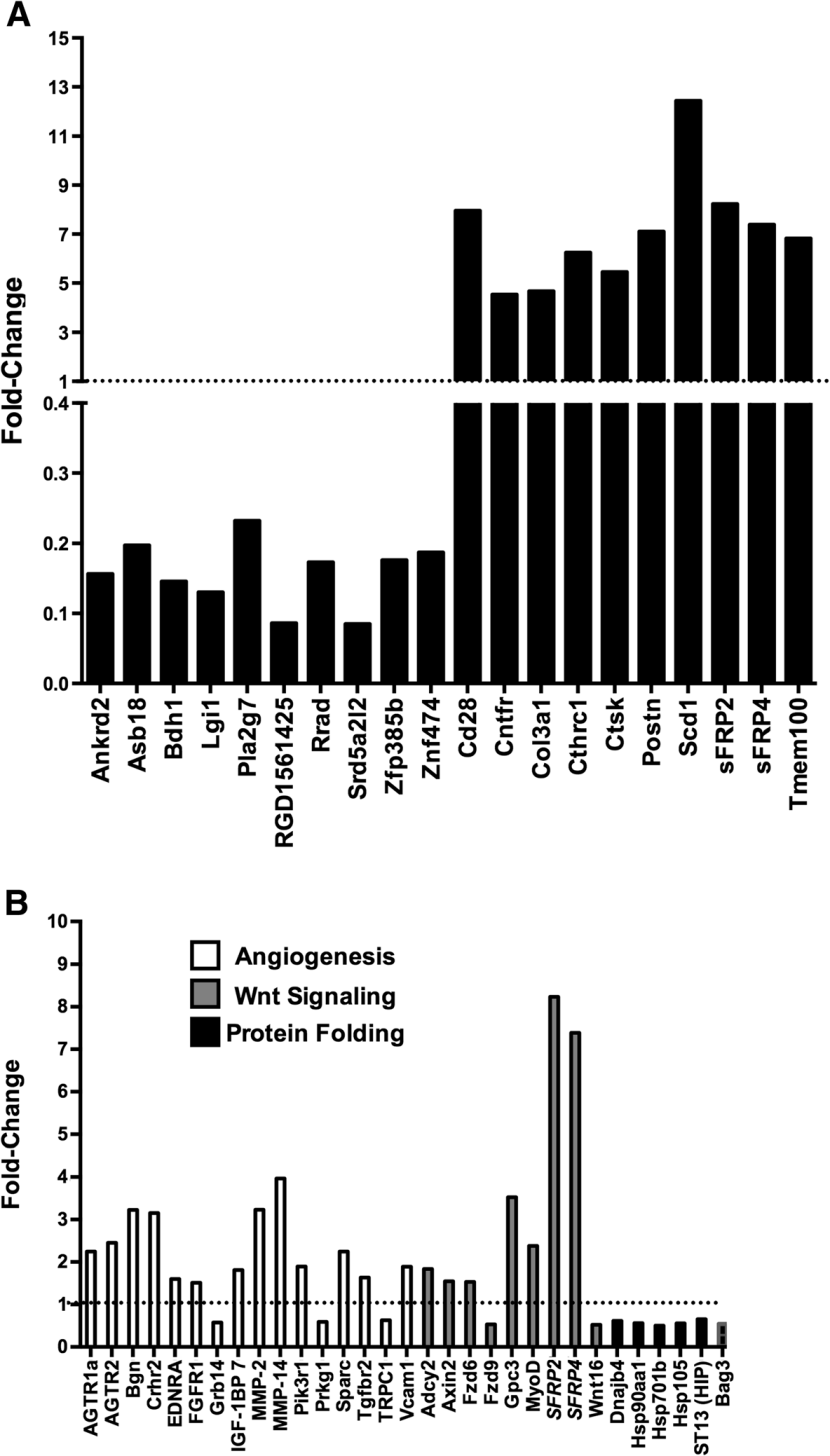
**Evaluation by microarray of the expression level of mRNAs in soleus muscle from SCI animals relative to Sham-SCI animals. A**. Expression levels for the 20 most altered genes are shown as mean fold-change. **B**. Expression values for genes represented in functionally enriched GeneGo Process Networks are shown, with the functionally enriched network to which each gene belongs designated as shown in the legend inset into panel **B**. Dotted lines in panels **A** and **B** denote the expression values in Sham-SCI animals. Expression values are mean fold-change for SCI animals relative to Sham-SCI; N = 3 animals for each group.

GeneGo analysis of genes altered by SCI was performed to identify functionally enriched biological themes represented by these genes. Among the most highly enriched themes were angiogenesis and blood vessel morphogenesis, protein folding, and Wnt signaling (Figure 2B). 

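Genes of denervation and atrophy, such as the cell cycle inhibitor Cdkn1a, lay higher in SCI than in Sham-SCI in 15 of 19 cases, with a median log2 fold change of 0.49. Their values ran from -0.17 (Fbxo21) to 1.86 (Cdkn1a, 8.62 ± 0.468 to 10.48 ± 1.8, SD, n = 3, adjusted p = 0.32), and 0 changed, also when adjusted over the list alone. Genes of satellite cells and regeneration were above the Sham-SCI level in 9 of 12 cases, with a median of 0.34 and a maximum of 1.44 (Mymk, a fusion protein of myoblasts). Regulators of mitochondrial biogenesis around PGC-1 were below it in 11 of 15 cases, with a median of -0.41, and Perm1 had the lowest value, -1.87 (adjusted p = 0.25). When adjusted over their lists alone, 0 genes of satellite cells changed and 2 of the regulators fell. Macrophage markers were above the Sham-SCI level in 16 of 18 cases, with a median of 0.43 and values from -0.77 (Cx3cr1) to 1.08 (C1qa). By camera the adjusted p was 0.0042 for denervation, 0.033 for satellite cells, 0.00069 for the regulators and 0.04 for the macrophage markers, and with an estimated correlation the adjusted p was 0.68, 0.68, 0.47 and 0.81. Without SCI replicate 2 the first 2 of these calls ended (adjusted p = 0.29 and 0.27), and the satellite cell call also ended without Sham-SCI replicate 2 (0.054). The macrophage call ended without SCI replicate 3 (0.31) or Sham-SCI replicate 3 (0.091), and without Sham-SCI replicate 2 its direction reversed (adjusted p = 1). With a filter on dim values at 6 and with the variance filter the satellite cell call (adjusted p = 0.051 and 0.062) and the macrophage call (0.11 and 0.15) ended, the latter also with quantile normalization again (0.051). In all, 14 of 37 lists passed camera in this comparison, 8 with a median above 0 and 6 below, and 0 passed with an estimated correlation (lowest adjusted p 0.42) or by fry, which tests each list's genes by themselves. The 14 include the list of olfactory receptor genes, used as genes with no expected signal.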

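Bag3, a cochaperone that works with small heat shock proteins, fell by 0.87 on the log2 scale after SCI, from 10.79 ± 0.0581 to 9.92 ± 0.192 (SD, n = 3; SE 0.154, adjusted p = 0.031). The other genes of the protein folding group in Figure 2B that are analysed here were St13, Dnajb4, Hsp90aa1 and Hsph1, with log2 fold changes of -0.61 (SE 0.196), -0.70 (SE 0.18), -0.83 (SE 0.237) and -0.84 (SE 0.283). These did not pass the test (adjusted p = 0.1 to 0.19), although all 3 SCI arrays lay below all 3 Sham-SCI arrays for each. The study chose this group from these arrays, so its direction is not independent evidence. Of 37 cytosolic chaperones 0 were above and 37 were below the Sham-SCI level, with a median log2 fold change of -0.39 and values from -1.35 (Hspb7) to -0.01 (Dnajb1). Bag3 was the 1 changed member, and 10 fell when adjusted over the list alone (camera adjusted p = 6.1e-13, and adjusted p = 0.42 with an estimated correlation). Genes of endoplasmic reticulum folding had a median of -0.00 (camera adjusted p = 0.88). The call for Bag3 ended without any 1 of the 6 arrays (adjusted p = 0.052 to 0.12).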

All genes categorized as being involved in protein folding were downregulated, and to a similar extent (Figure 2B). 

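Wnt16, a secreted Wnt ligand, fell by 0.94 on the log2 scale after SCI, from 6.70 ± 0.184 in Sham-SCI to 5.77 ± 0.13 in SCI (SD, n = 3; SE 0.156, adjusted p = 0.027). Gpc3, a glypican that modulates Wnt signals, had a log2 fold change of 1.82 (SE 0.402, adjusted p = 0.069), and Axin2, a target of Wnt signaling, had one of 0.63 (SE 0.145, adjusted p = 0.076). The receptors Fzd6 and Fzd9 had values of 0.61 (SE 0.229, adjusted p = 0.23) and -0.91 (SE 0.284, adjusted p = 0.16). Of the 9 genes shown for Wnt signaling, 7 were above and 2 below the Sham-SCI level, 1 rose (Sfrp4) and 1 fell (Wnt16), and the study chose them from these arrays, so the tally is not independent evidence of direction. Of 12 secreted Wnt inhibitors 8 were above and 4 below that level, from -1.72 (Dkk2) to Sfrp2 at the top, with a median of 0.21. When adjusted over the list alone 3 inhibitors rose and 1 fell (camera adjusted p = 0.039, and adjusted p = 0.42 with an estimated correlation). The list's call ended without SCI replicate 3 (adjusted p = 0.15) or Sham-SCI replicate 1 (0.1), with a filter on dim values at 6 (0.051), with the variance filter (0.062), with quantile normalization again (0.055) and in the 2-group fit (0.055). Of 13 Wnt target genes 11 lay above 0 and 1 rose when adjusted over the list alone, with a median of 0.08 (camera adjusted p = 0.045, and adjusted p = 0.47 with an estimated correlation), a call that ended without SCI replicate 3 (0.31), Sham-SCI replicate 1 (0.18) or Sham-SCI replicate 3 (0.074). It also ended with the variance filter (adjusted p = 0.16), quantile normalization again (0.1), a fit of the 2 groups alone (0.055) and 1 fit of all 33 arrays (0.063). The 30 Wnt ligands and receptors had a median of 0.05 (camera adjusted p = 0.13), and when adjusted over the list alone 2 rose and 2 fell. Wnt16 kept its call only without Sham-SCI replicate 1 (adjusted p = 0.04, otherwise 0.055 to 0.12).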

Most genes for Wnt signaling (7 out of 9) were upregulated with marked increases observed for sFRP2 and sFRP4 as noted above; Wnt16, was downregulated (Figure 2B). The majority of genes for angiogenesis and blood vessel morphogenesis were also upregulated (13 out of 16) (Figure 2B). 

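Agtr2, an angiotensin II receptor, rose 2.45-fold after SCI, from 5.80 ± 0.244 to 7.09 ± 0.337 (log2 expression, SD, n = 3; SE of the change 0.256, adjusted p = 0.046). The matrix metalloproteinases Mmp14 and Mmp2 had log2 fold changes of 1.99 (SE 0.442, adjusted p = 0.07) and 1.69 (SE 0.359, adjusted p = 0.061), and Sparc, a matrix glycoprotein, had one of 1.17 (SE 0.289, adjusted p = 0.09). Prkg1, a kinase activated by cyclic GMP, had one of -1.49 (SE 0.435, adjusted p = 0.14). Of the 16 genes shown for blood vessels, 13 are analysed here, 10 above and 3 below the Sham-SCI level. For each of the 13 all 3 SCI arrays lay on the same side of all 3 Sham-SCI arrays (10% by chance), but the study chose them from these arrays, so this is not independent evidence of direction. Mmp14, Mmp2 and Sparc also belong to the extracellular matrix genes that lay higher together with the fibroblast markers. Among 27 genes of blood vessel formation, a list made without the paper's figure, 11 were above and 16 below that level, with a median of -0.05 (camera adjusted p = 0.65). Its 2 changed members were Vash2, which rose 4.43-fold (SE 0.296 on the log2 scale, adjusted p = 0.011), and Angptl2, and adjusted over the list alone 3 rose and 2 fell. Endothelial markers had a median of 0.12 (camera adjusted p = 0.22) and pericyte and smooth muscle markers one of 0.02 (0.42). The calls for Agtr2 (adjusted p = 0.093 to 0.15) and Angptl2 (0.072 to 0.18) ended without any 1 of the 6 arrays, and that for Vash2 without Sham-SCI replicate 3 (0.051). Angptl2 also did not pass without the filter on intensity, with a trended and robust prior, with every row or with the mean of all rows of a gene (adjusted p = 0.05 to 0.057). The paper proposes that changes in genes for blood vessels might go with remodeling of capillary beds as muscle mass falls. It also proposes that lower expression of folding genes might reflect a lower need for protein synthesis in atrophying muscle.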

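Gpx1, a glutathione peroxidase, fell by 1.29 on the log2 scale after SCI, from 12.31 ± 0.25 to 11.03 ± 0.0973 (SD, n = 3; SE 0.18, adjusted p = 0.011). Gstm5, a glutathione transferase, rose 2.2-fold, from 9.56 ± 0.156 to 10.70 ± 0.174 (SE 0.159 on the log2 scale, adjusted p = 0.011). Of 27 genes of glutathione metabolism these were the 2 that changed, and 6 rose and 3 fell when adjusted over the list alone. Its median log2 fold change was -0.03 (camera adjusted p = 0.65). Of 26 genes of fatty acid oxidation 25 were below and 1 was above the Sham-SCI level, with a median of -0.43 and values from -1.26 (Fabp3, a carrier of fatty acids) to 0.03 (Decr1). None of them changed, also when adjusted over the list alone (0 by limma at an adjusted p under 0.05 and a change of at least 1.5 fold). The list's camera adjusted p was 1.4e-05 (adjusted p = 0.69 with an estimated correlation). Genes of cholesterol synthesis had a median of -0.10 (camera adjusted p = 0.26), and adipocyte markers, with Scd as their 1 changed member, one of 0.20 (0.14). Gpx1 lost its call without SCI replicate 1 (adjusted p = 0.053) or Sham-SCI replicate 3 (0.071), and Gstm5 without SCI replicate 2 (0.051).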

Among GeneGo Pathway and Metabolic networks, glutathione and lipid metabolism were also enriched.

### ES effects on selected signaling genes in soleus muscle

To learn how ES altered expression of genes that participate in programs necessary for muscle hypertrophy and for control of muscle fiber type and oxidative metabolism, the effects of ES on mRNA levels for transcripts of such genes was examined by qPCR. Stimulation of soleus by ES in humans for 6 years increased expression of PGC-1α and genes for oxidative metabolism as well as altered slow myosin heavy chain isoforms expression [24]. To evaluate early effects of ES on levels of such transcripts, mRNA levels for PGC-1α and PGC-1ß, as well as several genes typical of slow-twitch fibers, were determined by qPCR. PGC-1α mRNA levels appeared to be reduced by SCI, although not significantly, and were increased by ES (Figure 3A). PGC-1ß mRNA levels were reduced by SCI by 52% and were not increased at 7 days after initiating ES. The slow-twitch fiber genes MyH7, Tnn I-slow and Tnn C-slow were reduced by SCI by 70-95%, but these genes were not increased by ES at 7 days (Figure 3A). Expression of the calcineurin/NFAT-sensitive transcript RCAN1.4 was reduced by SCI and, unexpectedly, was not altered by ES at 7 days (Figure 3A). Expression of RCAN2 was reduced by SCI 91% and was also unaffected by ES at 7 days (Figure 3A); a similar pattern was observed for RCAN1, although these differences did not reach significance (F = 3.16, p 0.068, ANOVA).

**Figure 3:**
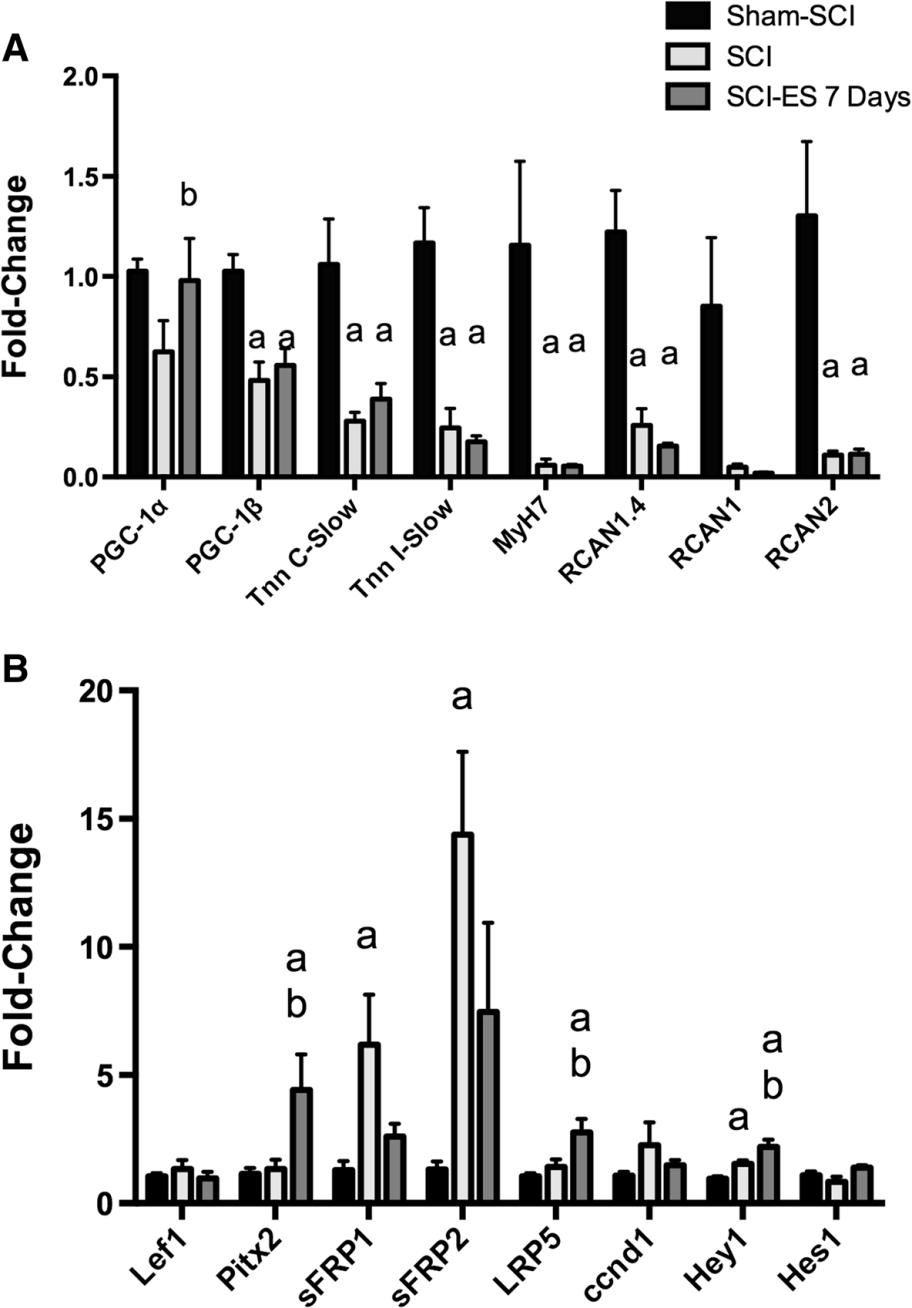
**Assessment by qPCR of the effects of ES for 7 days on mRNA levels of PGC-1α-responsive genes, and genes involved in signaling for calcineurin, Wnt/ß-catenin and Notch. A**. mRNA levels for fiber-type related genes. **B**. mRNA levels for Wnt signaling genes. mRNA levels were determined by real time PCR in samples of the left soleus from animals from the indicated groups. Data are means ± SEM where N was 13, 8 and 5 animals for Sham-SCI, SCI, and SCI-ES, respectively. Letters above each bar indicate the significance of differences as follows: a, p < 0.05 versus Sham-SCI; b, p < 0.05 versus SCI; the remaining differences did not reach statistical significance.

Both Notch and Wnt signaling pathways have been implicated in muscle growth and repair during adulthood [16-18,28]. To test how 7 days of ES altered Notch and Wnt signaling after SCI, expression of several genes involved in these signaling pathways in soleus muscle was examined using qPCR. SCI did not alter expression of Pitx2 or Lef1, which are Wnt-responsive genes [29,30], but Pitx2 expression was increased by ES for 7 days (Figure 3B). Expression of the Wnt co-receptor LRP5 followed the same pattern, being unchanged after SCI, and increased at 7 days after starting ES (Figure 3B). Expression of the Wnt inhibitors sFRP1 and sFRP2 was increased after SCI and appeared to be reduced by 7 days of ES, although these changes did not reach significance (Figure 3B). Expression of the Notch target gene Hey1 was upregulated by approximately 1.5-fold after SCI, and further increased by 7 days of ES, suggesting increases in Notch signaling; expression of another Notch target gene, Hes1, was not significantly altered (Figure 3B).

### Genome-wide analysis of the effects of ES gene expression in soleus muscle

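ES began 16 weeks after transection, and soleus from 3 animals was collected after each of 1, 3 and 7 days of daily sessions. Each ES group was compared with the SCI group, which had the same surgery and tenotomy without stimulators, as in Additional file Tables S2 to S4. The 3 SCI arrays are therefore shared by all ES comparisons and by SCI versus Sham-SCI, so a high SCI value of a gene by chance lowers its ES effect and raises its SCI effect. The last group was also compared with the first, SCI-ES 7 days with SCI-ES 1 day, which does not use the SCI arrays. SCI soleus was taken at 17 weeks after transection, 21 days after the implantation surgery and tenotomy at 14 weeks. Soleus after 1 and 3 days of ES was taken sooner after that surgery. Comparisons that use these groups, 7 days against 1 day included, therefore also hold a difference in time since surgery. The same fit with limma, the same 14456 genes and the same minimum change were used as for SCI.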

To gain further insight into early responses of soleus to ES, gene expression profiles in soleus were examined across time by microarray analysis. A total of 165 different genes were altered by at least 1.5 fold at one or more time points after initiating ES. 

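Rnase17, a member of the ribonuclease A family, was 3.76 ± 0.0535 in SCI and 6.01 ± 1.54 after 1 day of ES (log2 expression, SD, n = 3), a log2 fold change of 2.25 (SE 0.511, adjusted p = 0.55). Bmp5, a bone morphogenetic protein, was 5.39 ± 0.293 and 6.98 ± 1.05, a log2 fold change of 1.58 (SE 0.399, adjusted p = 0.55). For both genes all 3 arrays after ES lay above all 3 SCI arrays, and neither passed the test. Pfkfb3, a regulator of glycolysis, had a log2 fold change of -1.10 at 1 day (adjusted p = 0.68) and of 0.61 at 7 days. With 1 array left out these values ranged from -1.59 to -0.755 and from 0.118 to 0.899. By limma 0 genes changed at any of the 3 times. The methods' test across groups, unadjusted and with a change of at least 1.5 fold, gave 151 genes at 1 or more times, and 0 with a Benjamini-Hochberg adjustment. Between SCI-ES 7 days and SCI-ES 1 day limma gave 0 changed genes (smallest adjusted p 0.244), 1754 at an unadjusted p under 0.05 (12.1%), and 99 without SCI-ES 1 day replicate 2, while the methods' test gave 182 unadjusted. In that comparison all arrays of each group lay apart in 2212 genes (15.3%, with 10% by chance). Without SCI-ES 1 day replicate 2 the test called Rnase17 (adjusted p = 0.00034) and Bmp5 (0.0067) higher at 1 day, and the number of genes changed at any time was 27.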

The largest number of genes (129) was altered at 1 day, of which 90 were upregulated and 39 were downregulated. 

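Cytosolic chaperones were higher after 1 day of ES than in SCI in 34 of 37 cases, with a median log2 fold change of 0.20 and a maximum of 1.00 for Hspb8, a small heat shock protein (camera adjusted p = 4.4e-07, and adjusted p = 0.56 with an estimated correlation). Genes that respond to stretch and load were higher in 13 of 14 cases, with a median of 0.29 (camera adjusted p = 0.00019, and adjusted p = 0.56 with an estimated correlation). Endothelial markers were lower in 14 of 14 cases, with a median of -0.33 and values from -0.48 (Cdh5) to -0.10 (Nos3), and the camera adjusted p was 8.1e-06 (adjusted p = 0.56 with an estimated correlation). Pericyte and smooth muscle markers were lower in 9 of 10 cases, with a median of -0.28 (camera adjusted p = 0.00028, and adjusted p = 0.49 with an estimated correlation). Extracellular matrix genes were lower in 30 of 33 cases, with a median of -0.30 (camera adjusted p = 0.00034, and adjusted p = 0.85 with an estimated correlation), a call that ended without SCI-ES 1 day replicate 3 (adjusted p = 0.071). When adjusted over the list alone 1 chaperone and 4 genes of stretch and load rose, and 0 genes of the other 3 lists changed. No endothelial marker fell by 1.5 fold, so for that list the count of 0 was fixed at any p. By limma 0 of 14456 genes changed at 1 day (smallest adjusted p 0.475), 1053 had an unadjusted p under 0.05 (7.28%), and the methods' test gave 117 unadjusted, 80 upward and 37 downward. The arrays of the groups lay apart in 1645 genes (11.4%, with 10% by chance). With SCI-ES 1 day replicate 2 and SCI replicate 2 exchanged, 155 genes were called, against 0 after any other exchange of a pair. As mean deviations from each gene's median over the 15 arrays, the endothelial markers were at -0.67 in SCI-ES 1 day replicate 1, the lowest of its group, and the denervation genes of that array at 1.78.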

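Oxidative phosphorylation subunits were higher than in SCI in 68 of 71 cases after 3 days of ES and in 68 of 71 after 7 days, with median log2 fold changes of 0.19 at each time and no member above 0.57 (Ndufb2, 3 days). Endothelial markers were higher in 14 of 14 cases at 3 days, from 0.21 (Cldn5) to 0.53 (Cdh5). Cell cycle genes were higher in 33 of 36 cases at 3 days, with a median of 0.30 and a maximum of 0.79 (Cdkn3). Slow-twitch fiber genes were higher in 14 of 16 cases at 3 days (median 0.34, camera adjusted p = 0.0023), and at 7 days had a median of -0.11 (0.37). In these lists 0 genes changed by limma when adjusted over each list alone. No oxidative phosphorylation subunit rose by 1.5 fold, nor did any endothelial marker at 3 days, so none of these could be called higher at any p. At 3 days the camera adjusted p was 7.3e-14 for oxidative phosphorylation, 7.5e-12 for endothelial markers and 8.6e-09 for the cell cycle, and 1.3e-08 for oxidative phosphorylation at 7 days. With an estimated correlation the adjusted p was 0.70, 0.64, 0.68 and 0.89, in the same order, and 0.88 for slow-twitch genes at 3 days. By limma 0 genes changed at either time, 444 (3.07%) and 410 (2.84%) had an unadjusted p under 0.05, and the methods' test gave 42 and 26 unadjusted. The arrays of the groups lay apart in 1318 (9.12%) and 1095 (7.57%) genes, where chance gives 10%. Without SCI replicate 2 the oxidative phosphorylation calls ended (adjusted p = 0.056 at 3 days and 0.76 at 7 days), and the slow-twitch call ended without SCI-ES 3 days replicate 3 (0.39) or SCI replicate 3 (0.11).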

At both 3 and 7 days after initiating ES, 29 genes were regulated. Correlation between microarray and qPCR results was calculated for the SCI and SCI-ES7 groups for RCAN1, RCAN2, and sFRP2. These mRNAs were chosen because each was significantly altered by both microarray and qPCR approaches. Expression changes showed good agreement between the two techniques (R^2^ 0.76, p < 0.025).

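Ankrd1, an ankyrin repeat protein of the sarcomere that also enters the nucleus (transcript cluster 10729834), was 9.28 ± 1.55 in SCI and 11.93 ± 1.4 after 1 day of ES (log2 expression, SD, n = 3). This is 6.27-fold, a log2 fold change of 2.65 (SE 0.892) that did not pass the test (adjusted p = 0.61). The arrays after 1 day of ES had values of 12.94, 10.34 and 12.51, and SCI replicate 2 had 10.93, so the groups overlapped. After 3 and 7 days of ES Ankrd1 was 8.41 ± 1.49 and 7.94 ± 1.11 (adjusted p = 1.0 against SCI at each time). From 1 to 7 days its log2 fold change was -3.99, or 15.9-fold, and all 3 arrays at 7 days lay below all 3 at 1 day, with an adjusted p of 0.24 by limma. Genes that respond to stretch and load, Ankrd1 among them, were lower at 7 days than at 1 day in 13 of 14 cases, with a median of -0.54. This list's camera adjusted p was 2e-06 (adjusted p = 0.46 with an estimated correlation), and 4 of its genes fell when adjusted over the list alone.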

Among the most altered genes was Ankrd1, which was upregulated at 1 day after starting ES (Figure 4A). 

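Chrnd, the delta subunit of the muscle acetylcholine receptor (transcript cluster 10924974), was 8.62 ± 1.37 in SCI and 10.30 ± 0.959 after 1 day of ES (log2 expression, SD, n = 3). Its log2 fold change of 1.68 (SE 0.688) did not pass the test (adjusted p = 0.68), and 1 of the SCI arrays (10.2) lay within the range after ES. S100a9, a calcium binding protein abundant in neutrophils (transcript cluster 10824695), was 5.54 ± 0.306 in SCI and 7.11 ± 1.14 after 1 day of ES, with values of 7.32, 8.13 and 5.89 on the 3 arrays. Its log2 fold change was 1.58 (SE 0.415, 2.98-fold, adjusted p = 0.55). Neutrophil markers were above the SCI level at 1 day in 15 of 17 cases, with a median of 0.22 and a minimum of -0.90 (Mmp9), and S100a9 was the highest. Of the neutrophil markers 5 rose when adjusted over the list alone (camera adjusted p = 0.0003, and adjusted p = 0.47 with an estimated correlation). Chrnd belongs to the 18 genes of the motor endplate, whose median at 1 day was 0.19 (camera adjusted p = 0.27).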

Other genes upregulated at 1 day after starting ES included the nicotinic acetylcholine receptor subunit D (Chrnd), and the calcium binding protein S100a9 (Figure 4A). 

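Dclk1, a kinase that binds microtubules, was 6.22 ± 0.323 in Sham-SCI, 8.07 ± 0.922 in SCI and 9.71 ± 1.63 after 1 day of ES (log2 expression, SD, n = 3). Gadd45a, which is induced in denervated muscle, was 8.85 ± 1.08 in SCI and 10.49 ± 1.45 after 1 day, and Slc51a, the symbol of Ostalpha on these arrays, was 6.87 ± 1.14 and 8.74 ± 1.95. Against SCI the log2 fold changes at 1 day were 1.64 (SE 0.707), 1.64 (SE 0.616) and 1.87 (SE 0.742), with adjusted p values of 0.68, 0.65 and 0.68. At 3 days they were -0.34, -0.33 and -0.74, and at 7 days -0.68, -0.68 and -0.91, with an adjusted p of 1.0 for each. Without SCI replicate 2 the values at 7 days were -0.0608 for Gadd45a and -0.253 for Slc51a, and that of Slc51a at 3 days was -0.0788, while Dclk1 at 7 days was -0.0864 without SCI-ES 7 days replicate 3. Without SCI-ES 1 day replicate 1 the values at 1 day were 0.756 for Dclk1, 0.896 for Gadd45a and 0.745 for Slc51a. From 1 to 7 days the 3 values were -2.32 (adjusted p = 0.28), -2.33 (0.24) and -2.78 (0.24). SCI versus Sham-SCI gave 1.85 for Dclk1 (adjusted p = 0.24), 0.90 for Gadd45a (0.54) and 1.25 for Slc51a (0.47), and for Dclk1 and Slc51a all 3 SCI arrays lay above all 3 Sham-SCI arrays. By limma none of the 3 genes passed the test in these comparisons. Across 14456 genes the SCI effect and the ES effect had a Pearson r of -0.327 at 1 day, -0.271 at 3 days and -0.223 at 7 days, over genes that are not independent replicates. Both effects use the SCI arrays, and data simulated with no effect gave means of -0.481, -0.498 and -0.52, with 95% of the values at 1 day between -0.899 and 0.423. Leaving out 1 array moved r from -0.53 (without SCI-ES 1 day replicate 1) to -0.13 (without SCI-ES 1 day replicate 2) at 1 day, from -0.529 (without SCI-ES 3 days replicate 2) to -0.0298 (without SCI-ES 3 days replicate 3) at 3 days, and from -0.463 (without SCI replicate 1) to 0.0897 (without SCI-ES 7 days replicate 3) at 7 days.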

Several genes upregulated by SCI were downregulated after initiating ES, including Dclk1, GADD45a, and Ostalpha, a solute transporter (Figure 4A).

**Figure 4:**
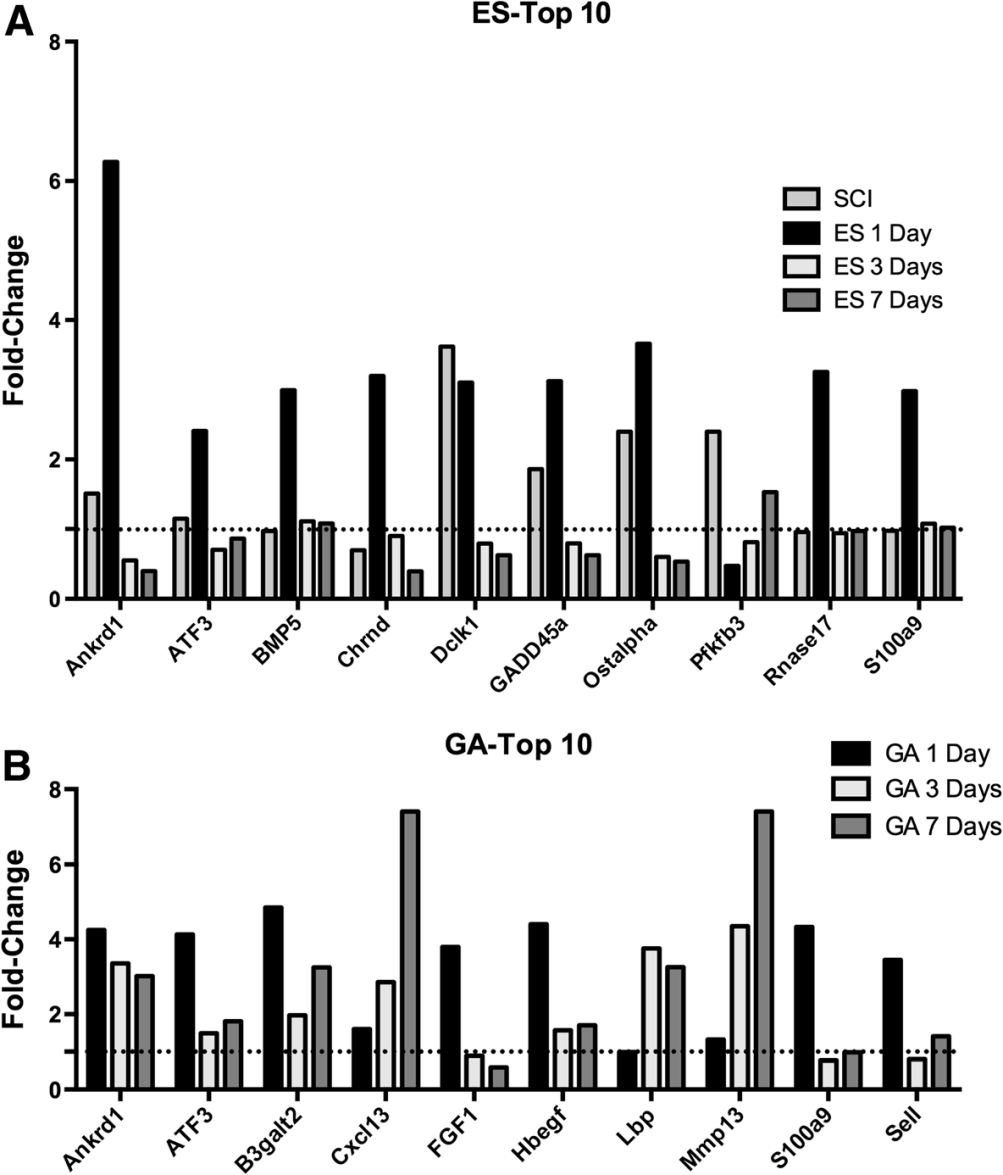
**Relative expression levels the 10 most upregulated genes identified by microarray analysis after electrical stimulation (ES) or gastrocnemius ablation (GA). A**. Mean gene expression is shown across time expressed as fold-change relative to Sham-SCI. **B**. Mean gene expression values expressed as fold-change relative to the Sham-GA group from the same time point. Dotted lines denote the expression values in Sham-SCI or Sham-GA animals, respectively. N = 3 animals per group.

To gain further insights into the functional implications of the gene expression changes elicited in soleus by ES, an analysis of enrichment in biological themes represented by the genes altered in soleus by ES was performed. Pathways that were highly represented among genes regulated by ES included fatty acid omega oxidation, mitochondrial fatty acid beta-oxidation, and CoA-biosynthesis. 

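Genes of fatty acid oxidation, most of them mitochondrial, had median log2 fold changes against SCI of 0.00 after 1 day of ES, 0.19 after 3 days and 0.07 after 7 days (3 animals per group). Ppargc1a, which drives the expression of many of them, was the lowest of the 15 regulators of mitochondrial biogenesis at 1 day, at -0.19. The medians of these regulators were -0.00, 0.03 and 0.00 at the 3 times (camera adjusted p = 0.46, 0.99 and 0.55). At 3 days 25 of 26 were above the SCI level, from -0.07 (Decr1) to 0.66 (Hadh), and 0 changed by limma, also when adjusted over the list alone. The camera adjusted p was 0.93 at 1 day, 0.00045 at 3 days (adjusted p = 0.99 with an estimated correlation) and 0.39 at 7 days. The call at 3 days ended without SCI-ES 3 days replicate 3 (adjusted p = 0.1) or SCI replicate 2 (0.25).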

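Genes of blood vessel formation were lower after 1 day of ES than in SCI in 19 of 27 cases, with a median log2 fold change of -0.24 and values from -0.78 (Vash2) to 0.39 (Thbs1). At 3 days 21 of 27 were higher, with a median of 0.29 and a maximum of 0.94 (Fgf1), and at 7 days the median was 0.09. Endothelial markers and pericyte and smooth muscle markers also lay lower at 1 day and higher at 3 days. Whether the share of these cells changed was not tested. The camera adjusted p was 0.0026 at 1 day, 0.00095 at 3 days and 0.73 at 7 days, and with an estimated correlation the adjusted p was 0.57 and 0.68 at the earlier times. Genes of sarcoplasmic calcium handling, such as the calcium buffer Pvalb, had medians of 0.09 at 1 day (camera adjusted p = 0.73), -0.13 at 3 days (0.023) and -0.03 at 7 days (0.24). At 3 days 20 of 25 of them were lower, from -1.51 (Pvalb) to 0.82 (Casq2), and the adjusted p was 0.68 with an estimated correlation. When adjusted over the lists alone 0 genes of either list changed at these times. The blood vessel call ended at 1 day without SCI-ES 1 day replicate 1 (adjusted p = 0.78) or SCI replicate 3 (0.092), and at 3 days without SCI replicate 2 (0.056). The calcium call ended without SCI-ES 3 days replicate 2 (0.68) or SCI replicate 3 (0.07).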

GeneGo Process networks included muscle contraction, neuromuscular junction, blood vessel morphogenesis, and calcium transport. 

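Of the 11 genes in Figure 5B, 9 are analysed here: Casq2 and Panx1 for calcium transport, Ankrd2 and Map1a for contraction, Chrna1, Chrnd, Chrne and Myod1 for the neuromuscular junction, and Adra1a for blood vessels. After 1 day of ES all 9 lay above the SCI level, from a log2 fold change of 0.57 (Ankrd2) to Chrnd at the top. By limma 0 of the 9 passed the test (adjusted p = 0.55 to 0.86), and the study chose them from these arrays, so their direction is not independent evidence.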

All together, 11 genes were included in these processes, of which 10 were upregulated at 1 day, and one was downregulated (Figure 5B). Calcium transport and muscle contraction genes were upregulated at 1 day and had returned to near normal levels by 7 days (Figure 5B); a similar pattern of altered expression was observed for the blood vessel morphogenesis genes α-1 adrenergic receptor and CRH receptor 2 (Figure 5B). 

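Panx1, a channel protein of the cell membrane, was 7.13 ± 0.416 in SCI, 7.92 ± 0.281 after 1 day of ES and 6.88 ± 0.211 after 7 days (log2 expression, SD, n = 3). Casq2, a calcium store of the sarcoplasmic reticulum, was 9.86 ± 0.0542 in SCI and 10.71 ± 0.871, 10.68 ± 0.93 and 10.14 ± 0.457 after 1, 3 and 7 days. Their log2 fold changes at 1 day were 0.79 (SE 0.214, adjusted p = 0.55) and 0.85 (SE 0.449, adjusted p = 0.7). With 1 array left out they ranged from 0.604 to 1.01 for Panx1 and from 0.486 to 1.33 for Casq2. Map1a, a microtubule protein, was 7.46 ± 1.15 in SCI and 8.81 ± 0.621 at 1 day (log2 fold change 1.35, SE 0.488, adjusted p = 0.64), and its log2 fold changes at 3 and 7 days were -0.10 and -0.53. With 1 array left out the log2 fold change of Map1a at 1 day ranged from 0.887 to 1.99. Ankrd2 was 11.13 ± 1.16, 11.73 ± 0.955 and 10.60 ± 0.585 at the 3 times, so its mean was highest at 3 days. Adra1a, the alpha-1A adrenergic receptor, was 7.02 ± 0.282 in SCI and 7.89 ± 0.549 at 1 day (log2 fold change 0.87, SE 0.234, adjusted p = 0.55), and its log2 fold changes at 3 and 7 days were 0.02 and -0.20. From 1 to 7 days Panx1 and Adra1a had log2 fold changes of -1.04 and -1.06 (adjusted p = 0.24 for each). By limma none of these genes passed the test at any time.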

Neuromuscular junction genes were upregulated at 1 day and downregulated by 7 days (Figure 5B).

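Chrna1, the alpha subunit of the muscle acetylcholine receptor, was 11.55 ± 1.66 in SCI, 12.31 ± 0.936 after 1 day of ES, 10.74 ± 0.859 after 3 days and 9.03 ± 0.667 after 7 days (log2 expression, SD, n = 3). Chrnd at 7 days was 7.26 ± 0.312. Chrne, the epsilon subunit, was 7.82 ± 0.617 in SCI and 8.73 ± 1.51, 6.34 ± 0.295 and 7.10 ± 0.56 at 1, 3 and 7 days. Myod1, a transcription factor of myoblasts, was 9.22 ± 0.96 in SCI and 10.33 ± 1.06, 8.35 ± 0.522 and 8.84 ± 0.404 at these times. At 7 days against SCI the log2 fold changes were -2.52 for Chrna1 (SE 0.72), -1.36 for Chrnd, -0.72 for Chrne and -0.38 for Myod1, with an adjusted p of 1.0 for each. From 1 to 7 days they were -3.28, -3.04, -1.64 and -1.49 (adjusted p = 0.24, 0.24, 0.31 and 0.35), and for Chrna1 and Chrnd all 3 arrays at 7 days lay below all 3 at 1 day. By limma 0 of the 4 genes passed the test in any of these comparisons. Against SCI, 14 of the 18 genes of the motor endplate were lower after 3 days of ES, with a median of -0.23, and 13 after 7 days, with a median of -0.32, and 0 of them changed when adjusted over the list alone. By camera the adjusted p was 0.037 and 0.00043, and with an estimated correlation the adjusted p was 0.68 and 0.47. The call at 3 days ended without SCI-ES 3 days replicate 1 (adjusted p = 0.079) or 2 (0.31) or SCI replicate 2 (0.65) and with a filter on dim values at 6 (0.058), and that at 7 days without SCI replicate 2 (0.052). Of 18 genes of the motor endplate 14 were lower at 7 days than at 1 day, with a median of -0.47 (camera adjusted p = 0.0013, and adjusted p = 0.46 with an estimated correlation), and 6 fell when adjusted over the list alone. Of 19 genes of denervation and atrophy, which include Chrna1 and Myod1, 17 were lower at 7 days than at 1 day, with a median of -1.45 (camera adjusted p = 8.5e-08, and adjusted p = 0.46 with an estimated correlation), and 6 fell when adjusted over that list alone. Their mean deviations from the medians over the 15 arrays were 1.78, 0.377 and 0.655 in SCI-ES 1 day replicates 1 to 3. In SCI-ES 7 days replicates 1 to 3 they were -0.154, -0.393 and -0.366. SCI-ES 1 day replicate 1 thus contributes most to this difference, although every array at 1 day lay above every array at 7 days. Chrna1 and Chrnd on SCI replicate 2 were 13.46 and 10.2, against 10.53 to 10.66 and 7.74 to 7.92 on the other SCI arrays, and without that array the log2 fold change of Chrna1 at 3 days reversed to 0.14, and those of Chrna1 and Chrnd at 7 days were -1.56 and -0.571. That of Chrne at 7 days was -0.464 without SCI-ES 7 days replicate 2. At 1 day against SCI the log2 fold changes also moved with 1 array left out. They ranged from 0.218 to 1.72 for Chrna1 and from 1.12 to 2.47 for Chrnd. For Chrne they ranged from 0.261 to 1.74, and for Myod1 from 0.565 to 1.66. From the rise it reports in receptor subunits, the paper proposes that by this time after SCI too few receptors may be present at motor endplates to sustain normal transmission, or that axons branch and form further junctions.

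**Figure D2:**
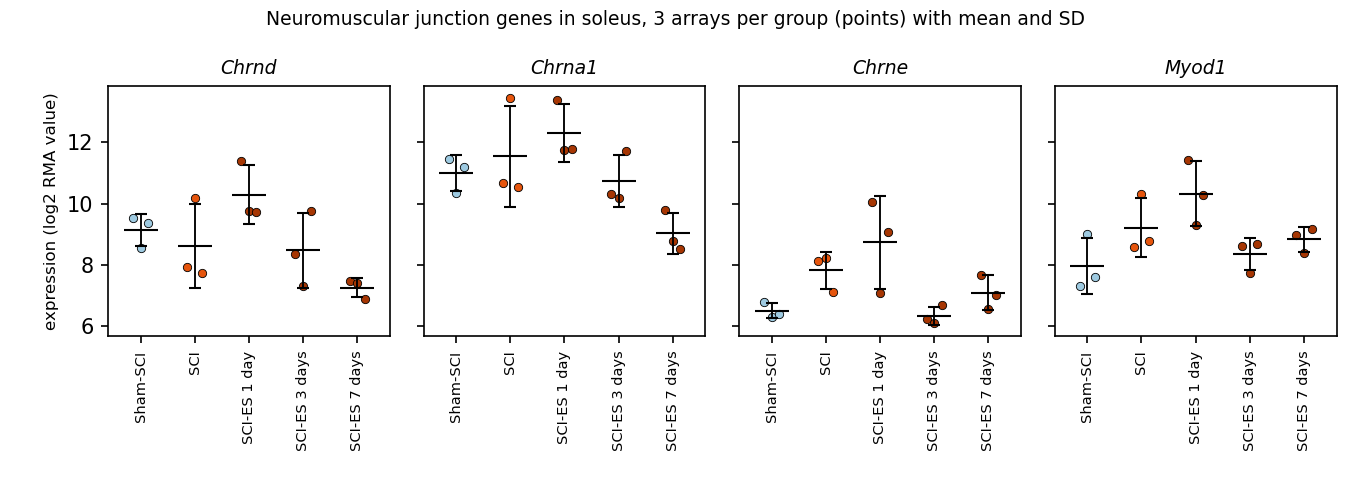
Expression (log2 RMA value, y axis) of Chrnd, Chrna1, Chrne and Myod1 in soleus of the Sham-SCI, SCI and SCI-ES groups (x axis). Points are the 3 arrays of each group, the horizontal bar is the mean and the error bars are the SD. The means of Chrna1 are 12.31 after 1 day and 9.03 after 7 days of ES.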

**Figure 5:**
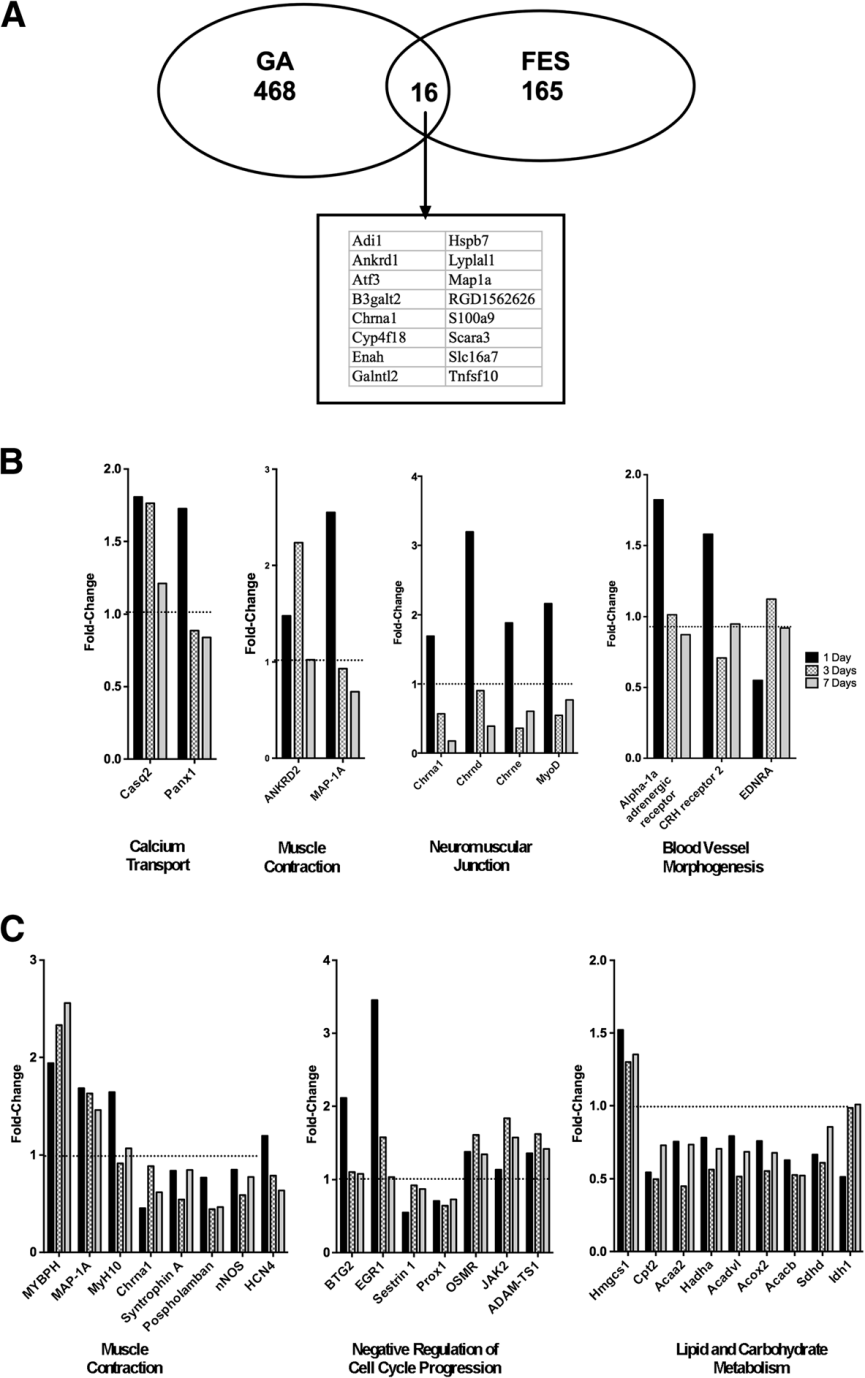
**Differences between electrical stimulation (ES) and gastrocnemius ablation (GA) in the functionally enriched categories for differentially expressed genes as determined by microarray analysis. A**. Venn diagram depicting the number of total genes altered by ES or GA, and the number of genes altered by both. **B**. Selected functional categories enriched in genes regulated after ES, and mean gene expression values for differentially expressed genes grouped in those categories, expressed as fold-change relative to Sham-SCI. **C**. Selected functionally enriched categories enriched in genes regulated by GA and mean expression values for the corresponding genes expressed as fold-change relative to values in the Sham-GA group at the same time point. Dotted lines in panels **A** and **B** denote the expression values in Sham-SCI or Sham-GA animals, respectively. N = 3 animals per group.

### Comparison of alterations to the transcriptome in the soleus muscle over time after ES or GA

To gain insight as to how gene expression changes stimulated by ES of muscle paralyzed by SCI compared to those induced by overload of the soleus by GA, gene expression was assessed over time in soleus muscle at 1, 3 and 7 days after GA. 

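In GA the distal insertion of the gastrocnemius was cut, which overloads the soleus, and Sham-GA animals had the same operation without the cut. Soleus from 3 GA and 3 Sham-GA animals at each of 1, 3 and 7 days gave 18 arrays, processed by the authors together with the 15 of the other experiment. Each GA group was compared with Sham-GA of the same day with limma, which fitted 1 mean to each of the 6 groups over 14451 genes. The difference between the ES effect and the GA effect at 1 day was tested as a contrast over all 33 arrays and 14453 genes, since an effect that passes the test in 1 experiment only is not shown to differ. The ES and GA animals differed in more than the exercise, with SCI in the former and an intact spinal cord in the latter.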

Following GA, 468 genes were altered by at least 1.5 fold at one time point or more, with the greatest number of altered genes, 309, being observed at 3 days after GA; of these 309 genes, 140 were downregulated and 169 upregulated.

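After 3 days of GA, cell cycle genes were higher than in Sham-GA in 36 of 36 cases, with a median log2 fold change of 1.21 and a maximum of 1.90 for Plk4, a kinase of centriole duplication. Extracellular matrix genes were higher in 32 of 33 cases, with a median of 0.85 and a maximum of 1.80 for Lox, which crosslinks collagen. Macrophage markers were higher in 18 of 18 cases, with a median of 0.85, and fibroblast markers in 10 of 13, with a median of 0.45. Genes of endoplasmic reticulum folding were higher in 20 of 24 cases, with a median of 0.64. In Sham-GA 3 days replicate 2 the mean deviations from the genes' medians over arrays were 1.13 (cell cycle), 0.547 (macrophage) and 0.158 (fibroblast), within the GA range. In Sham-GA 3 days replicates 1 and 3 they were -0.721 and -0.329, -1.09 and -0.547, and -0.795 and -0.493. The sizes of these list differences therefore depend on Sham-GA 3 days replicate 2. When adjusted over the lists alone 27 cell cycle genes, 21 matrix genes, 2 macrophage markers, 0 fibroblast markers and 13 genes of endoplasmic reticulum folding rose. In camera these lists had adjusted p values of 3.2e-19, 1.9e-14, 3.6e-08, 0.0034 and 5.6e-09, in this order, and with an estimated correlation the adjusted p was 0.60 for the fibroblast markers and 0.47 for each of the others. Over the 3 times limma called 8 genes, all of them higher at 1 day. They were Kcnk10, a potassium channel (2.62-fold, SE 0.153 on the log2 scale, adjusted p = 0.0022), the immediate early genes Atf3, Ccn1, Ier5 and Egr3, and Tex10, Asb5 and Nudt4. At 3 days limma called 0 genes (smallest adjusted p 0.288), 2383 had an unadjusted p under 0.05 (16.5%), and the methods' test gave 678 unadjusted, 312 upward and 366 downward, and 0 with a Benjamini-Hochberg adjustment. At 7 days limma called 0 genes, 380 had an unadjusted p under 0.05 (2.63%), and the methods' test gave 158 unadjusted. Without Sham-GA 3 days replicate 2 the count at 3 days was 1286. At 1 day it was 182 without Sham-GA 1 day replicate 1, 50 without GA 1 day replicate 2, and 1 without any other array of that day, and the remaining call was that of Kcnk10.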

Genes regulated by GA were strikingly different from those regulated by ES. 

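Immediate early genes, the early transcriptional response to a stimulus, were higher after 1 day of GA in 20 of 21 cases, with a median log2 fold change of 0.63, and Ccn1 rose 3.2-fold (SE 0.274 on the log2 scale, adjusted p = 0.037). In this list 4 genes rose, and 11 when adjusted over the list alone (camera adjusted p = 1.0e-16, adjusted p = 0.11 with an estimated correlation, and adjusted p = 0.0082 by fry). The ES effect minus the GA effect at 1 day was negative for 20 of these 21 genes, with a median of -0.71 and the lowest value for Fos, -2.55. Of these 7 differed when adjusted over the list alone (camera adjusted p = 1.6e-09, and adjusted p = 0.20 with an estimated correlation). Genes of fatty acid oxidation had a difference above 0 in 26 of 26 cases, with a median of 0.43 (camera adjusted p = 0.0057, and adjusted p = 0.87 with an estimated correlation). Endothelial markers had a difference below 0 in 14 of 14 cases, with a median of -0.47 (camera adjusted p = 0.0003, and adjusted p = 0.69 with an estimated correlation). By limma the effects at 1 day differed for 8 of 14453 genes, 6 with the higher value after ES (Adi1, Chchd5, Dusp12, Lyplal1, St3gal5 and Tom1l1) and 2 with the higher value after GA (Egr3 and Kcnk10), and 1875 genes had an unadjusted p under 0.05 (13%). Across 14446 genes, which are not independent replicates, the ES and GA effects had a Pearson r of -0.0288 at 1 day, 0.00769 at 3 days and -0.0499 at 7 days. Without 1 array the number of genes that differed was 1 (GA 1 day replicate 3), 2 (Sham-GA 1 day replicates 2 and 3), 3 (SCI replicate 1, SCI-ES 1 day replicate 1), 5 (SCI-ES 1 day replicate 3), 7 (SCI replicate 3), 17 (SCI replicate 2), 39 (GA 1 day replicate 2), 85 (GA 1 day replicate 1), 96 (SCI-ES 1 day replicate 2) or 102 (Sham-GA 1 day replicate 1). The fatty acid oxidation difference lost its call without SCI-ES 1 day replicate 2 (adjusted p = 0.79), SCI replicate 2 (0.084) or Sham-GA 1 day replicate 2 (0.093) or 3 (0.084). The paper proposes that the poor overlap might reflect early differences in the ability of muscle to adapt to resistance exercise, or in the mechanisms of such adaptation.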

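At 1 day 21 genes were higher after both ES and GA at an unadjusted p under 0.05 and a change of at least 1.5 fold, among them Ankrd1, Atf3, S100a9, Hspb7, Enah, Hbegf, B3galt2 and Map1a. By chance 1.73 would be shared between the 132 higher after ES and the 189 higher after GA (Fisher's exact test, two-sided, odds ratio 15.9, p = 3.2e-17, over 14446 genes that are not independent). The number higher after ES and lower after GA was 8 (3.2 by chance, Fisher's exact p = 0.015), with Adi1, Cxcr6, Fntb, Htatip2, Lyplal1, Mstn, Npr3 and Tom1l1. By the methods' test, unadjusted, this number was 4 (2.01 by chance, Fisher's exact p = 0.14), while 15 were higher after both (0.947 by chance, Fisher's exact p = 2.3e-14) and 6 were lower after both (0.93 by chance, Fisher's exact p = 0.00029). By limma only 2 were lower after both (1.04 by chance, Fisher's exact p = 0.28). Mstn, chosen after its values were seen, encodes myostatin, a brake on muscle growth, and had log2 fold changes of 1.53 after ES and -0.71 after GA. Of the 15 genes of Figure 5A analysed here, 12 were above and 3 below the SCI level after 1 day of ES, and 8 were above and 7 below Sham-GA after 1 day of GA, in a list the study chose from these arrays. At 3 days 6 genes were shared (2.64 by chance, Fisher's exact p = 0.046) and at 7 days 0 (0.0964 by chance, p = 1). Of the 6 at 3 days, 3 were higher after both (0.714 by chance, Fisher's exact p = 0.032). The other 3, Acox2, Dhrs11 and Slc7a15, were higher after ES and lower after GA (0.399 by chance, Fisher's exact p = 0.0068). The methods' test gave 9 shared genes at 3 days (1.97 by chance, Fisher's exact p = 0.00012) and 2 at 7 days, Ankrd1 and Chrna1 (0.284 by chance, Fisher's exact p = 0.033). Of these 9, 2 were higher and 3 lower after both, 3 were higher after ES and lower after GA, and 1 was the reverse. At 7 days Chrna1 was lower after both, and Ankrd1 was lower after ES and higher after GA. Over all times 67 genes were shared between 220 after ES and 1519 after GA (23.1 by chance, odds ratio 3.85, Fisher's exact p = 2.5e-16). By limma with adjustment over all genes 0 genes were shared, and the methods' test, unadjusted, gave 37.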

Only 16 of 468 genes regulated by GA were also regulated by ES (Figure 5A), and all but 3 of these genes were altered at 1 day after initiating these muscle overload paradigms. In addition, fewer genes were altered by ES than GA at every time point. 

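Against the respective controls, 132 genes at 1 day, 16 at 3 days and 7 at 7 days were higher after ES at an unadjusted p under 0.05 and a change of at least 1.5 fold, and 43, 22 and 9 were lower. After GA 189, 645 and 52 genes were higher and 350, 360 and 35 were lower in the same test. Ribosomal protein genes were 66 of 68 above the Sham-GA level after 3 days of GA (median 0.17) and 63 of 68 after 7 days (median 0.12). Their camera adjusted p was 1.0e-08 and 4e-10, and with an estimated correlation the adjusted p was 0.66 and 0.82. At any p 326, 154 and 110 genes had a change of at least 1.5 fold after ES, and 886, 1486 and 280 after GA. The median SE of a log2 fold change was 0.144 in the SCI and ES experiment and 0.154 in the GA experiment. By limma with adjustment over all genes the counts were 0, 0 and 0 after ES and 8, 0 and 0 after GA.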

Overall, ES altered approximately 65% fewer genes. 

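Cholesterol synthesis genes were higher than in Sham-GA in 16 of 18 cases after 3 days of GA and in 16 of 18 after 7 days, with medians of 0.40 and 0.26 and maxima of 1.06 (Idi1) and 0.72 (Cyp51). For this list the camera adjusted p was 7.1e-05 and 7.2e-06, the adjusted p with an estimated correlation was 0.47 and 0.82, and 0 of these genes rose when adjusted over the list alone. By the methods' test, unadjusted and with a change of at least 1.5 fold, 85.0% fewer genes were altered after ES than after GA, from 151 against 1004 genes. The test with limma gave 100% fewer, from 0 against 8 genes, and 8 is too small a count for a stable percentage: 1295 genes were called after GA without Sham-GA 3 days replicate 2. The paper's methods name a different ANOVA for the GA groups than for the SCI groups. The counts of 151 and 1004 therefore do not come from the same test, and the 85.0% is not a comparison on equal terms. Whether the number of altered genes differs between ES and GA was not tested.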

Of the 10 genes most highly upregulated by GA, only 3 were among the 10 most altered genes by ES, specifically Ankrd1, ATF3 and s100a9 (Figure 4A and 4B). 

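B3galt2, a galactosyltransferase, was 6.19 ± 1.09 in Sham-GA and 8.47 ± 0.503 after 1 day of GA (log2 expression, SD, n = 3), a log2 fold change of 2.28 (SE 0.577, adjusted p = 0.14). Hbegf, a growth factor of the EGF family, had a log2 fold change of 2.14 at 1 day (SE 0.547, adjusted p = 0.14). Mmp13, a collagenase, and Cxcl13, a chemokine of B cells, had log2 fold changes of 2.89 at 7 days (SE 0.813 and 0.726, adjusted p = 1.0 for each). Lbp, a lipopolysaccharide binding protein, had values of -0.01, 1.91 and 1.70 at 1, 3 and 7 days. With 1 array left out its value at 3 days ranged from 1.11 to 2.71. Of the 9 genes of Figure 4B analysed here, 8 at 1 day, 7 at 3 days and 7 at 7 days were above the Sham-GA level, and Atf3 alone passed the test, at 1 day. The study chose these genes from these arrays, so their direction is not independent evidence. B3galt2 passed the test without Sham-GA 1 day replicate 1 (adjusted p = 0.038), and Lbp passed it at 3 days without Sham-GA 3 days replicate 2 (0.045).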

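Atf3, a transcription factor of the stress response (transcript cluster 10770710), rose 4.13-fold after 1 day of GA, from 8.79 ± 0.402 to 10.84 ± 0.59 (log2 expression, SD, n = 3; SE of the change 0.347, adjusted p = 0.048). Its log2 fold changes at 3 and 7 days of GA were 0.57 and 0.86. After ES it was 8.42 ± 0.659 in SCI and 9.69 ± 0.813, 7.91 ± 0.342 and 8.20 ± 0.232 at 1, 3 and 7 days, with a log2 fold change of 1.27 at 1 day (SE 0.38, adjusted p = 0.61). S100a9 was 6.80 ± 1.71 in Sham-GA and 8.92 ± 0.869 after 1 day of GA, a log2 fold change of 2.12 (SE 0.597, adjusted p = 0.17), and -0.37 and -0.02 at 3 and 7 days. After 3 and 7 days of ES the log2 fold changes of S100a9 were 0.11 and 0.03. The ES effect minus the GA effect at 1 day was -0.78 for Atf3 (SE 0.54, adjusted p = 0.56) and -0.54 for S100a9 (SE 0.778, adjusted p = 0.8), so neither gene was shown to differ. Neutrophil markers were above the Sham-GA level after 1 day of GA in 17 of 17 cases, with a median of 0.80 and a maximum of 2.14 (Cxcr2), and 2 rose when adjusted over the list alone (camera adjusted p = 6.3e-06, and adjusted p = 0.26 with an estimated correlation). On Sham-GA 1 day replicate 1 S100a9 was 8.74, against 6.17 and 5.50 on the other Sham-GA arrays of that day, and without it S100a9 passed the test (adjusted p = 0.0037). Atf3 kept its call only without that array (0.013) or GA 1 day replicate 2 (0.0077), and lost it without GA 1 day replicate 1 (0.098) or 3 (0.39), or Sham-GA 1 day replicate 2 (0.23) or 3 (0.27). With a trended and robust prior Atf3 also lost it (0.053).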

Similar changes in expression level and temporal profile were observed for S100a9 and ATF3 for GA and ES, with an increase at 1 day and subsequent return toward baseline expression values at 3 and 7 days (Figure 4A and 4B). By contrast, after GA, Ankrd1 levels were increased at all times (Figure 4B), whereas Ankrd1 levels increased at 1 day after ES then declined (Figure 4A).

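Ankrd1 was 10.82 ± 1.35 in Sham-GA and 12.91 ± 0.6 in GA at 1 day, 9.86 ± 1.26 and 11.61 ± 1.32 at 3 days, and 9.43 ± 0.779 and 11.02 ± 1.17 at 7 days (log2 expression, SD, n = 3). The log2 fold changes were 2.09 (SE 0.809, adjusted p = 0.28), 1.75 (adjusted p = 0.3) and 1.59 (adjusted p = 1.0). Over the 3 days together the mean GA effect on Ankrd1 was 1.81 (SE 0.467, adjusted p = 0.17), and it did not pass the test either. The ES effect minus the GA effect at 1 day was 0.56 (SE 1.27, adjusted p = 0.88), and the difference at the later times was not tested. Genes that respond to stretch and load were above the Sham-GA level in 13 of 14 cases at 1 day (median 0.27) and in 11 of 14 at 7 days (median 0.30), and Ankrd1 was the highest at each time. The camera adjusted p was 0.0012 and 0.00045, the adjusted p with an estimated correlation was 0.91 and 0.82, and 1 and 0 of these genes rose when adjusted over the list alone. The call at 7 days ended without Sham-GA 7 days replicate 3 (adjusted p = 0.32). Ankrd1 was 12.3 on Sham-GA 1 day replicate 1 and 11.28 on Sham-GA 3 days replicate 2, above the means of their groups.

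**Figure D3:**
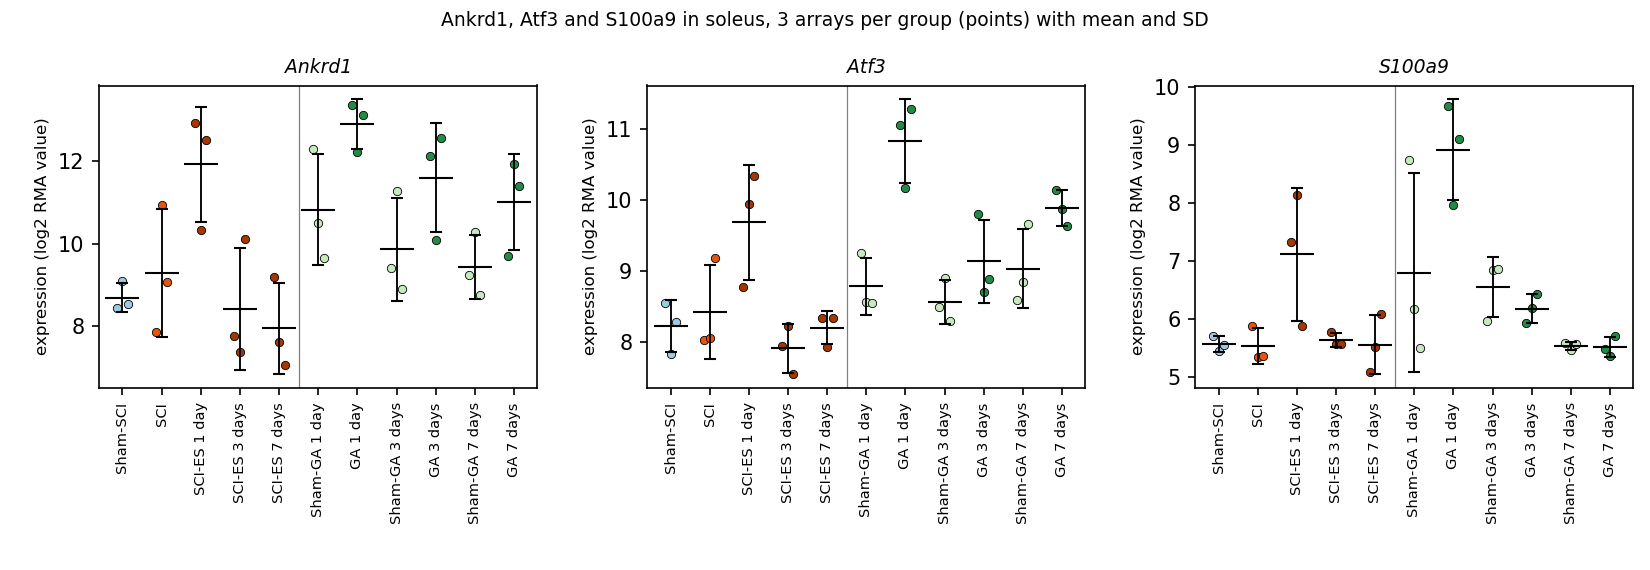
Expression (log2 RMA value, y axis) of Ankrd1, Atf3 and S100a9 in soleus of all 11 groups (x axis). Points are the 3 arrays of each group, the horizontal bar is the mean and the error bars are the SD. The mean of Ankrd1 is 9.43 in Sham-GA and 11.02 in GA at 7 days.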

Biological processes and pathways represented by differentially expressed genes were also compared for ES and GA. After GA, GeneGo Process networks that were most greatly enriched were related to muscle contraction, negative regulation of cell cycle progression, and lipid and carbohydrate metabolism (Figure 5C), a result quite different from the list of enriched pathways observed after ES (Figure 5B). 

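Acaa2, a thiolase of fatty acid oxidation, was 12.26 ± 0.515 in Sham-GA and 11.11 ± 0.689 after 3 days of GA (log2 expression, SD, n = 3), a log2 fold change of -1.15 (SE 0.328, adjusted p = 0.29). Cpt2, which carries fatty acids into mitochondria, had log2 fold changes of -0.88 at 1 day and -1.01 at 3 days (adjusted p = 0.26 and 0.29). Of the 8 genes analysed here for lipid and carbohydrate metabolism in Figure 5C, 8 lay below the Sham-GA level at 1 day, 8 at 3 days and 7 at 7 days. Pln, an inhibitor of the calcium pump of slow fibers, had log2 fold changes of -1.17 at 3 days and -1.11 at 7 days, and Mybph, a myosin binding protein, had 0.96, 1.22 and 1.35 at 1, 3 and 7 days. With 1 array left out the log2 fold change of Mybph ranged from 0.535 to 1.46 at 1 day. At 3 days it ranged from 0.747 to 1.89. Egr1, an immediate early gene, had 1.79 at 1 day (SE 0.348, adjusted p = 0.11), and the kinase Jak2 had 0.88 at 3 days (SE 0.234, adjusted p = 0.29). By limma 0 of the 21 genes analysed in these 3 groups passed the test at any time, and the study chose them from these arrays, so their direction is not independent evidence. All 26 genes of fatty acid oxidation, a list made without the figure, were below the Sham-GA level at 1, 3 and 7 days, with medians of -0.49, -0.87 and -0.44, and the lowest value was that of Fabp3 at 3 days, -1.44. The camera adjusted p was 1.5e-05, 3.7e-14 and 4e-10, the adjusted p with an estimated correlation was 0.99, 0.47 and 0.82, and 0, 23 and 0 of them fell when adjusted over the list alone. At 3 days the macrophage, fibroblast, extracellular matrix and cell cycle lists lay higher at the same time. Whether a lower share of muscle fiber RNA took part was not tested. Without Sham-GA 3 days replicate 2 Acaa2 (adjusted p = 0.024), Cpt2 (0.035), Pln (0.03) and Jak2 (0.026) passed the test at 3 days. Without Sham-GA 1 day replicate 1 Egr1 (0.028) and Cpt2 (0.049) passed it at 1 day, and so did Egr1 without GA 1 day replicate 2 (0.012).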

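Ppargc1a, which encodes PGC-1α, a coactivator of mitochondrial genes, was 8.22 ± 0.762 in Sham-GA and 7.38 ± 0.262 in GA at 1 day, 8.64 ± 0.617 and 7.45 ± 0.582 at 3 days, and 8.84 ± 0.277 and 7.93 ± 0.402 at 7 days (log2 expression, SD, n = 3). The log2 fold changes were -0.84 (adjusted p = 0.35), -1.19 (adjusted p = 0.29) and -0.91 (adjusted p = 1.0), and all 3 GA arrays lay below all 3 Sham-GA arrays at 7 days. With 1 array left out the log2 fold change ranged from -1.17 to -0.427 at 1 day and from -1.54 to -0.916 at 3 days. At 7 days it ranged from -1.06 to -0.676. Over the 3 days together the mean GA effect on Ppargc1a was -0.98 (SE 0.219, adjusted p = 0.17). Oxidative phosphorylation subunits were below the Sham-GA level in 64 of 71 cases at 1 day, 69 at 3 days and 65 at 7 days, with medians of -0.21, -0.52 and -0.16 and the lowest value for Cox8b at 3 days, -0.99. The camera adjusted p was 6.9e-05, 4.5e-23 and 5.4e-07, the adjusted p with an estimated correlation was 0.99, 0.47 and 0.90, and 0, 23 and 0 of them fell when adjusted over the list alone. As for fatty acid oxidation, the part of a lower share of muscle fiber RNA at 3 days was not tested. Regulators of mitochondrial biogenesis, Ppargc1a among them, were below the Sham-GA level in 11 of 15 cases at 3 days, with a median of -0.46, and the lowest was Perm1, -1.78 (camera adjusted p = 0.01, and adjusted p = 0.60 with an estimated correlation). In this list 0 genes fell when adjusted over the list alone, and its call ended without GA 3 days replicate 3 (adjusted p = 0.066). The call of the subunits at 1 day ended without Sham-GA 1 day replicate 2 (0.2), and Ppargc1a passed the test at 3 days without Sham-GA 3 days replicate 2 (0.029). For the mean GA effect limma called 0 of 14451 genes, 2782 had an unadjusted p under 0.05 (19.3%), and the methods' test gave 287 unadjusted. It called 493 genes without Sham-GA 3 days replicate 2, 344 without Sham-GA 1 day replicate 1 and 5 without GA 1 day replicate 2.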

After GA, genes related to oxidative reduction represented another enriched functional category, which included genes such as PGC-1α.

## Discussion

### Gene expression changes after complete spinal cord transection

In female rats at 17 weeks after SCI there were was enrichment in genes involved in angiogenesis and blood vessel morphogenesis, protein folding and Wnt signaling. Alterations in genes involved in the formation of blood vessels might be expected given the decrease in skeletal muscle mass and presumed remodeling of capillary beds that must also occur. Blood flow to the lower extremities is reduced after SCI reflecting diminished skeletal muscle mass [2]. Capillary density of the tibialis anterior after SCI is similar to or somewhat less than that for able-bodied controls [25], indicating that after SCI substantial remodeling of capillary networks must have occured during atrophy after SCI. The decrease in expression of genes supporting normal protein folding might also be explained as a reflection of an atrophying muscle that requires less de-novo synthesis of proteins.

More surprising was the enrichment in genes for Wnt signaling, particularly the marked upregulation of the Wnt inhibitors sFRP1, sFRP2 and sFRP4. The elevations in expression of Wnt inhibitors must be interpreted together with changes of Pitx2, a Wnt responsive gene [29]. That Pitx2 expression was unaltered at 17 weeks after SCI may indicate that Wnt signaling overall was unchanged by SCI. One must also consider that Wnts function primarily as autocrine and paracrine regulators and that inhibition of Wnt signaling in specific microenvironments, such as the satellite cell niche, may not be reflected by Pitx2 levels in whole muscle. Although decreased Wnt signaling has not been shown to accelerate disuse atrophy of muscle, one might suggest that diminished Wnt signaling is detrimental to maintaining muscle mass, because Wnt signaling has been implicated in muscle hypertrophy. Specifically, ß-catenin, through which canonical Wnt signaling regulates gene expression, has been found in a transgenic mouse model to be necessary for overload-induced muscle hypertrophy [18,19]. Findings that signaling by Wnt7a through Fzd7 activates Akt/mTOR signaling [28] suggests there is also ß-catenin independent Wnt signaling that underlies the anabolic activity of Wnts. Wnt signaling is also critical to fate commitment and differentiation of myogenic precursors, and essential for the repair of injured skeletal muscle in adulthood [31,32], and one may view the hypertrophic response of atrophied muscle as a reparative process following SCI.

Calcineurin activity has been shown to be exquisitely sensitive to neuromuscular activity [20,33]. As such, it was not surprising that levels of the NFAT-sensitive transcript RCAN1.4 were greatly reduced after SCI. An unexpected finding was that expression of the calcineurin inhibitors RCAN1 and RCAN2 was also diminished after SCI. One interpretation of this result is that expression of these genes is regulated in part by calcineurin in an inhibitory feedback loop, such that expression levels of RCAN1 and RCAN2 fall when calcineurin activity is low. In contrast to these findings in muscle after SCI, RCAN2 expression rises by 35 days after sciatic nerve transection in gastrocnemius muscle [34]. Why RCAN2 expression differs in these two model systems is not clear, although gender may be one factor. Another may be a difference in spontaneous action potentials in motor neurons, which are electrically silent after nerve transection, whereas there is some evidence that motor neurons are periodically activated after SCI, presumably through spinal reflex arcs [35].

PGC-1α mRNA was not reduced at 17 weeks after SCI, while PGC-1ß was reduced; marked reductions in mRNA levels for MyH7, Tnn C-slow and Tnn I-slow were also observed. Consistent with these findings, in a previous report examining changes in gastrocnemius muscle at 56 days after SCI, decreases were observed for PGC-1ß protein, and for expression of mRNA and proteins for slow myofibrillar components [5]. However, in contrast to the current study, mRNA levels for PGC-1α were reduced in gastrocnemius muscle by greater than 50% at 56 days after SCI in male rats associated with a similar reduction in PGC-1α protein in whole muscle and nearly complete loss of PGC-1α from nuclear fractions obtained by subcellular fractionation [5]. Differences in PGC-1α mRNA levels between these two studies may relate to differences in muscle studied, because levels of PGC-1α are elevated in slow twitch muscle such as soleus compared to fast twitch muscles [36]. Reasons for the differences in effects of SCI on PGC-1α levels after SCI between males and females could also be gender-related. In male rats, administration of a replacement dose of testosterone combined with nandrolone markedly increased PGC-1α mRNA and protein in muscle of SCI rats [5], indicating that PGC-1α is an androgen responsive gene.

### Effects of ES on gene expression in soleus muscle

The current study showed that over the first 7 days after initiating ES in a female rat model of SCI, alterations in soleus gene expression were notable for genes were involved in the Notch and Wnt signaling pathways, neuromuscular junctions, vascular remodeling, and calcium transport, and for a lack of change in PGC-1α or of slow myofibrillar proteins. Several studies of the effects of ES on gene expression of individuals with SCI have been conducted. Twenty four hours after resistance exercise in humans with SCI, increased levels for IGFBP4, MyoD, myogenin, p21-Waf1, and IGF-1 were observed [37,38]. In separate studies of individuals with SCI, prolonged periods of exercise training using ES promoted gains in skeletal muscle mass and strength that were associated with increased expression of citrate synthase, GLUT1 and GLUT4 [39]; improved insulin sensitivity was reported in one study [39] and a trend toward improvements in insulin responsiveness was found in a second [40].

The finding in the present study that ES did not alter expression of slow myofibrillar proteins in soleus was unexpected because in normally innervated muscle, neuromuscular activity rapidly increases expression levels of genes for mitochondrial proteins [23], and because in humans, long-term studies of ES have shown increased expression of slow-twitch fiber genes and genes encoding proteins involved in metabolism of carbohydrates and lipids to generate ATP [24]. Expression of slow fiber genes is upregulated by calcineurin/NFAT signaling and PGC-1α [4] but neither PGC-1α expression nor calcineurin/NFAT signaling assessed by RCAN1.4 levels appeared to have changed after ES, suggesting one explanation for the lack of effect of ES on such genes. Our data do not permit one to exclude the possibility that RCAN1.4 mRNA has a short half-life, which could preclude detection of transient rises in levels of this transcript at the time tissues were harvested, which was approximately 24 hours after the last session of ES. Evidence of a delay in fiber type changes after initiating ES has also been reported in humans in whom 4 weeks of ES did not alter fiber types in the tibialis anterior muscle [25]. Why upregulation of slow myofibrillar genes is delayed when muscle is exercised after SCI by ES is unclear. One possibility is that during the early period after initiating ES, ES injured muscle fibers, as discussed further below. Such injury might limit the ability of muscle fibers to respond appropriately to increased neuromuscular activity. It is also possible that one or more factors necessary for full activity of PGC-1α and/or calcineurin/NFAT in upregulating such genes is absent early after initiating ES, or not fully activated by 7 days of ES.

Recent observations that activation of mTOR, a requisite step for muscle hypertrophy, may not involve growth factor/PI3 kinase/Akt signaling [41-43] has led to the exciting question of what other signals might stimulate overload-induced hypertrophy. In this regard, a novel aspect of the above findings was that in the soleus muscle of rats with SCI, expression of both Hey1 and Pitx2 was elevated after 7 days of ES, suggesting that there were increases in both Notch and Wnt/ß-catenin signaling. Signaling through Notch and Wnt is necessary for muscle repair after injury [31,32], and has been implicated in signaling for muscle hypertrophy in some experimental models but not others. Increased expression of Notch has been implicated in muscle hypertrophy resulting from testosterone in mice and humans [16,17]. Expression of a Notch-responsive gene, Hey2, was found to be increased in female rats at 4 and 24 hours after a bout of resistance exercise but was unaltered in male rats [15]. As noted above, activation of ß-catenin and upregulation of Wnt signaling genes has been found to be associated with overload-induced muscle hypertrophy [18,28], although specifically how Wnt signals to stimulate hypertrophy remains unknown.

A quite unexpected effect of ES was the upregulation of genes encoding proteins that form the neuromuscular junction, specifically subunits of the nicotinic acetylcholine receptor (e.g., Chrnd). One interpretation of this finding is that by 17 weeks after SCI, an insufficient number or density of such receptors is present at motor endplates to support normal neuromuscular transmission, the failure of which is one potential mechanism for reduced contractile response to neural inputs. Skeletal muscle membrane potential has been reported to be reduced over the first 30 days after spinal cord transection in rats, associated with diffusion of nicotinic acetylcholine receptors away from motor endplates [44]. Alternative explanations should certainly be considered and may include aborization of axons and subsequent formation of additional neuromuscular junctions.

Influx of calcium across the cytoplasmic membrane and release of calcium from the sarcoplasmic reticulum and subsequent reuptake of calcium are critical to excitation-contraction coupling. Failure of excitation-contraction coupling is believed to be an important mechanism underlying the easy fatigability observed after SCI [45]. Information as to how calcium storage and transport is altered in muscle after SCI is limited. In one report, SCI was found to induce a mismatch between the slow and fast isoforms of the calcium transporter SERCA and fiber type [46]. It is thus notable that calcium transport was also an enriched GeneGo theme over time in soleus muscle after ES. Among genes related to calcium binding and transport were those of calsequestin 2 and S100a9. Calsequestin is thought to be the major protein responsible for storing calcium within the lumen of the sarcoplasmic reticulum [47,48], and release of calcium from calsequestin results in increased cytoplasmic calcium levels, thereby initiating contraction. Two isoforms of calsequestin have been identified, with calsequestin 2 found in slow-twitch muscle and heart. Upregulation of calsequestin 2 in response to ES might improve the capacity of muscle for excitation-contraction coupling by increasing the reservoir of calcium binding sites within the SR.

### Comparison of gene expression changes in the soleus muscle after ES or GA

The comparison of gene expression changes elicited in soleus muscle by ES and GA revealed a small number of genes regulated by both forms of exercise, but overall showed very different profiles, and marked differences in the functional categories for which differentially expressed genes were over-represented. Notably under-represented among the genes regulated by ES were those associated with slow-twitch fibers, metabolism of substrates in energy metabolism and oxidative phosphorylation. One might infer that the genes regulated by both ES and GA play critical roles in adaptation of skeletal muscle to resistance exercise, and that the overall poor overlap in genes differentially expressed after ES or GA reflects early differences in the ability of muscle to adapt to resistance exercise, or in the hitherto unexplored mechanisms by which such adaptation occurs in the two paradigms.

The absence of changes after ES in PGC-1α, slow-fiber genes, and many PGC-1α target genes of energy metabolism suggest impairments or delays in the response of paralyzed and atrophied muscle to neuromuscular activity elicited in our study by ES. When considering this interpretation of the data it should be noted that the isometric exercise achieved in our study by ES for 1 hour each day is of shorter duration than GA, which overloads soleus during every periods of activity; in addition, GA produces non-isometric overloading of the soleus. However, other reports have also found impaired exercise responses of such genes in skeletal muscle after SCI, supporting the view that differences observed between ES and GA were, at least in part, attributable to underlying properties of muscle rather than the nature of the exercise. Studies in man suggest that changes in expression of genes for slow-twitch fibers and energy metabolism do not occur at 4 weeks after initiating ES [25]. Importantly, longer periods of exercise by ES stimulate increases in slow oxidative type I and fast oxidative type IIA fibers, increased capacity for oxidative phosphorylation, and increased contractile force associated with diminished fatigability [1-3]. Why there is a delay in upregulation of such genes occur is unknown.

Several reports suggest that during periods of disuse, the normal protective mechanisms that minimize tissue injury from the mechanical or metabolic demands of exercise are diminished or lost. A single bout of resistance exercise in persons with SCI produced greater muscle injury than a similar exercise in controls [49]; similarly, studies of muscle from rats ambulating after periods of muscle disuse due to spaceflight or hindlimb suspension have shown increased myofiber damage and inflammation [50]. The identity of the genes involved in altering gene expression programs to protect skeletal muscle against the demands of exercise are not well understood but are likely to include PGC-1α and its downstream target genes. Loss of PGC-1α from skeletal muscle reduces exercise tolerance [51], and PGC-1α has been reported to favorably alter levels of antioxidants, and thus to reduce oxidant stress [51,52].

Genes altered by both ES and GA included two with reported roles in muscle biology: Ankrd1 and ATF3. ATF3 is a transcription factor upregulated by cellular stress [53] with an uncertain role in adaptation of muscle to inactivity or exercise; it has been associated with pathological cardiac hypertrophy and dysfunction [54]. Ankrd1 is one of 3 muscle ankyrin repeat domain proteins (MARPs) and appears to function in part at least by dissociating from its typical binding sites at the I band to undergo nuclear translocation and participate in transcriptional regulation thereby serving as a link between the contractile apparatus and nucleus [55]. Ankrd1 does not appear to be essential to normal function, because mice lacking Ankrd1 appear to have a normal phenotype, but mice lacking all MARPs have subtle abnormalities in muscle contractile properties and stiffness [56]. Whether Ankrd1 is needed for proper response to muscle overloading, or optimal recovery of muscle after periods of inactivity, is unknown. A role for Ankrd1 in muscle pathology is suggested by findings that dilated cardiomyopathies may be linked to Ankrd1 mutations [57,58].

## Conclusions

Our findings suggest that during initial adaptations to ES after 4 months of disuse due to complete spinal cord transection, muscle must repair or regenerate vasculature and cellular elements and structures, including neuromuscular junctions and calcium storage machinery of the sarcoplasmic reticulum. Wnt signaling appears to be involved in initial responses of muscle to ES, consistent with the role of this pathway in hypertrophy of normally innervated muscle [18,28]. A novel finding from this study is upregulation of Hey1 by ES, which suggests a role for Notch in the hypertrophy of atrophied muscle in response to exercise. The large difference in gene expression profiles observed between ES and GA may reflect a delay in the ability of muscle to respond to ES as a result of relatively prolonged disuse and associated atrophy. It should be noted that the muscle atrophy after SCI is a form of disuse atrophy and that findings from this study may be pertinent to exercise responses of skeletal muscle atrophied as a consequence of other conditions such as bed rest, immobilization from a cast, or spaceflight. After longer periods of ES, many expected adaptations to exercise, such as increased PGC-1α and proteins for oxidative phosphorylation, have been observed in soleus from two subjects with SCI. Why such changes are delayed after initiating ES is an interesting question for future studies.

## Methods

### Animals

All studies and procedures with experimental animals were approved by the Institutional Animal Care and Use Committee at the James J. Peters Veterans Affairs Medical Center. All studies were conducted in conformance with the recommendations of the NIH Guide for the Care and Use of Laboratory Animals. All surgeries were conducted under anesthesia with inhaled isofluorane. Every effort was made to minimize the suffering of animal subjects. Female Wistar rats were obtained from Taconic Farms (Germantown, NY) and housed in temperature and humidity-controlled rooms with a 12:12 hour day:night cycle. Animals were provided water and standard rat chow ad libitum. Two experiments were performed as outlined below.

### Experiment 1: effects of gastrocnemius ablation (GA)

Rats between 22 and 23 weeks of age were anesthetized by inhalation of isofluorane. Hair on the lower left hindlimb was removed with a clipper and skin was cleaned with alcohol and betadine. The distal insertion of the gastrocnemius muscle into the Achilles tendon was separated from the remainder of the tendon by blunt dissection and cut. Skin was closed with suture. A second group of animals received a sham ablation that was identical except that the insertion of the gastrocnemius into the Achilles tendon was not cut. At 1, 3 and 7 days after surgery, animals were weighed and anesthetized with isofluorane prior to the removal of soleus and plantaris muscles by careful dissection. Muscles were weighed then snap-frozen by immersion in liquid nitrogen. Animals were euthanized by aortic transection while anesthetized by inhalation of isofluorane.

### Experiment 2: effects of ES on muscle gene expression

#### ***Characteristics of the ES system employed***

An ES paradigm was developed wherein near-isometric co-contraction of soleus, plantaris and tibialis anterior was stimulated by electrodes placed adjacent to the anterior tibial and common peroneal nerves (Figure 1A and 1B). In preliminary experiments, cutting the distal insertion of the gastrocnemius prevented concurrent contraction of this muscle from overwhelming the opposing force of the contracting tibialis anterior. Preliminary studies established that at low stimulation amplitudes, the ankle was extended, and that as stimulation voltage increased, ankle flexion occurred until the ankle was at approximately 90 degrees. Further ankle flexion was not achieved with increases in stimulation voltage. Preliminary studies showed that stimulation parameters of 1.5 volts at 40 Hz consistently and reproducibly elicited near-isometric co-contraction of soleus, tibialis anterior and plantaris. These stimulation parameters were used for experiments.

Electrical stimulation for these studies was accomplished using single channel implantable electrical stimulators consisting of a microcontroller-based circuit and battery encapsulated in silicone rubber. The devices used were described previously [59]; a slightly larger battery was used in this application to provide a longer lifetime. Stimulators were equipped with a light sensor by which stimulation patterns and stimulation amplitude could be selected using light passing through the skin provided by a coded series of flashes from a stroboscope triggered by a microprocessor-controlled programming device. A light-emitting diode in the microstimulator provided a series of flashes visible through the skin immediately after a programming sequence by which it could be confirmed that the commands were correctly interpreted by the device.

#### ***Experimental design and SCI surgery***

The experiment included 3 groups of animals: Sham-SCI, SCI, and SCI-ES where ES was provided for 1, 3 or 7 days. At 9 weeks of age SCI and SCI-ES animals underwent a complete spinal cord transection by the following procedures. Animals were anesthetized by inhalation of isofluorane and hair was removed with a clipper. Skin over the back was cleaned with betadine and isopropyl alcohol. After making a midline incision (2 cm) centered over the interspace between the 9^th^ and 10^th^ vertebral bodies, the spinal cord was visualized by removing the vertebral processes of the 9^th^ and 10^th^ vertebrae with a bone rongeur, and the spinal cord was transected with microscissors. The space between transected ends of the spinal cord was filled with surgical sponge and the wound was closed in 2 layers with suture. Urine was expressed 3 times daily until automaticity developed, then as needed. Baytril was administered for the first 3 to 5 days postoperatively then as indicated for cloudy or bloody urine or for overt wound infection. Sham-SCI animals received an identical surgery, including a laminectomy, except that the spinal cord was not cut.

#### ***Implantation of ES stimulators***

Stimulators were implanted 14 weeks after the spinal cord transection. Animals were anesthetized by inhalation of isofluorane. The left hind limb and hip were shaved and the underlying skin was cleaned using betadine and isopropyl alcohol. A small incision was made over the left hip parallel to the femur. Using blunt dissection, the division of the left sciatic nerve was exposed and a pocket was created under the skin over the lower back for the stimulator. The stimulator was inserted into the pocket and sutured in place. One electrode was placed such that it nearly touched the anterior tibial nerve about 8 mm distal to the division of the sciatic nerve. The second was placed about 2 mm away from the common peroneal nerve and 1 cm distal to the trifurcation of the sciatic nerve. A tenotomy of the distal insertion of the gastrocnemius into the Achilles tendon was then performed following the procedures outlined above. SCI animals underwent all surgeries for implantation of the stimulators, and left-sided gastrocnemius tenotomy, but did not have stimulators implanted.

#### ***ES stimulation and tissue collection***

Beginning at 16 weeks after SCI, that is, 2 weeks after implanting stimulators in the ES group, ES was initiated for 1 hour per day using stimulation at 1.5 volts and 40 Hz. Each ES cycle consisted of 2 second periods of stimulation followed by 18 seconds rest. The ES groups were euthanized at 1, 3 or 7 days. The SCI animals were euthanized 21 days after the Sham-implantation surgery. Tissues were excised, weighed and stored as described above for the GA studies. An outline of the time course of procedures employed is provided (Figure 1). Tissue collection and euthanasia were performed as described above for Experiment 1.

### Microarray analysis

Soleus muscle was selected for microarray expression analysis because it is the major slow-twitch muscle in the lower hindlimb, and response of soleus to isometric contraction after SCI has been studied in significant detail in man [24]. Total RNA was isolated from soleus muscles using Trizol reagent then further purified using RNAeasy minicolumns (Qiagen). Analysis of RNA using an Agilent Bioanalyzer revealed that integrity of RNA was greater than 8 for all samples. Microarray analysis was performed using Affymetrix rat exon 1.0 ST arrays following the manufacturer’s recommended procedures and was performed by the Microarray Core Facility at the Children’s National Medical Center. Baseline subtraction, quantile normalization and median polishing of expression values for transcripts were performed using the Oligo package [60] for Bioconductor [61]. Data were then annotated and filtered in MeV 4.8 [62] to exclude probes with intensities less than 3.0, or variance across all arrays less than 50% (e.g., probes for which there was little difference in expression level across groups). Genes with significantly different expression levels across Sham-SCI and SCI groups were identified by one-way ANOVA. Genes significantly different between the Sham-GA and and GA groups were identified by two-way ANOVA. For each time point these lists of differentially expressed genes were then filtered to exclude transcripts that were unassigned to genes and to identify genes altered by at least 1.5 fold for that time point (1, 3 or 7 days of ES or GA); the same filter was applied for the comparison of SCI and Sham-SCI groups. These filtered lists of genes were tested for enrichment in biological themes using GeneGo by Metacore.

### Real time PCR (qPCR)

Total RNA isolated as above was subjected to on the column digestion with DNAase I, eluted, and analyzed for RNA integrity using an Agilent Bioanalyzer 2100. RNA integrity values were greater than 8 for all samples. cDNA libraries were synthesized using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems). Briefly, real time PCR was performed using an Applied Biosystems Via 7 thermocycler, and Invitrogen Taqman 2X PCR Master Mix. Invitrogen Assays on Demand probes were used for all assays except for RCAN1.4 (previously called MCIP1.4), for which an assay was designed by Applied Biosystems using mRNA sequence data downloaded from the internet. The assay was based on the fact that RCAN1.4 is unique in containing exon 4, and can be detected in qPCR assays for the boundary between exons 4 and 5. Samples were assayed in triplicate, and means of triplicates were used in subsequent calculations. Changes in mRNA levels were calculated using the 2^-∆∆Ct^ method [63], and 18S RNA was used to normalize expression values. The control group used to calculate fold-change for the SCI-ES groups was Sham-SCI. For the GA groups, the Sham-GA group at the same time point was used as the control.

### Statistics

The significance of differences among means for SCI, SCI-ES and Sham-SCI animals was tested by one-way ANOVA with a Newman-Keuls test post-hoc. The significance of differences across time and between GA and Sham-GA was tested using two-way ANOVA with a Holm-Sidak’s test post hoc. A paired students t-test was used to compare muscle weights for the left and right hindlimb. Significance was set at p < 0.05.

### Supporting data

The data sets supporting the results of this article are available in the NIH GEO repository under accession number GSE37476 at http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?targ=self&form=html&view=quick&acc=GSE37476.

## Abbreviations

ES: Electrical stimulation; FES: Functional electrical stimulation; GA: Gastrocnemius distal tenotomy; SCI: Spinal cord injury.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

Yong Wu extracted RNA and conducted the qPCR analysis; Lauren Collier conducted the animal studies; Weiping Qin was involved in study design and data interpretation; Graham Creasey helped with study conceptualization and organization and edited the manuscript; William Bauman helped with data interpretation and edited the manuscript; Jonathan Jarvis developed the ES concept, designed and built the ES stimulators and control systems and edited the manuscript; Christopher Cardozo conceived, organized and oversaw the implementation of the project, led data analysis, and wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S1 Listing of significant genes when comparing expression for SCI and Sham-SCI groups where Group means are Log-base 2 of expression values for 3 animals per group. **Table S2.** Listing of significant genes altered by at least 1.5 fold when comparing SCI-ES 1 Day and SCI-Sham-ES where Group means are Log-base 2 of expression values. **Table S3.** Listing of significant genes altered by at least 1.5 fold when comparing SCI-ES 3 Days and SCI-Sham-ES where Group means are Log-base 2 of expression values. **Table S4.** Listing of significant genes altered by at least 1.5 fold when comparing SCI-ES 7 Days and SCI-Sham-ES where Group means are Log-base 2 of expression values. **Table S5.** Listing of significant genes altered by at least 1.5 fold when comparing OL-1 Day and Sham-OL 1 Day where Group means are Log-base 2 of expression values. **Table S6.** Listing of significant genes altered by at least 1.5 fold when comparing OL-3 Days and Sham-OL 3 Days where Group means are Log-base 2 of expression values. **Table S7.** Listing of significant genes altered by at least 1.5 fold when comparing OL-7 Days and Sham-OL 7 Days where Group means are Log-base 2 of expression values. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

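RNA from soleus of 33 female rats was measured on 33 Affymetrix arrays, 1 array per animal, in 11 groups of 3: Sham-SCI, SCI, and SCI with ES for 1, 3 or 7 days (15 arrays), and GA and Sham-GA at 1, 3 and 7 days (18 arrays). The values are log2 expression values made by the authors, per the paper's methods, with the oligo package by baseline subtraction, quantile normalization and median polish (RMA), with 1 row per transcript cluster. A description that comes with the values gives 1, 2 and 7 days of ES and ablation on both sides, where the paper gives 1, 3 and 7 days and the left hindlimb, and the days of the sample labels, which are those of the paper, were used here. The versions of these tools are not stated, and background correction cannot be redone from the values. The table holds 29214 rows, with values from 2.10 to 14.26 and array medians from 6.45 to 6.54. Of the rows 15310 carry 1 gene symbol (14506 genes), 323 carry several and 13581 carry none, and rows of the latter kinds were left out. For 527 genes with more than 1 row the row with the highest mean over all arrays was used. Depth has no direct counterpart on these arrays, and the precision was set by 3 animals per group.

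Group means were fitted with limma 3.58.1 in R 4.3.3, by lmFit and eBayes, separately for the 15 and the 18 arrays, and over all 33 for the difference between the ES and GA effects at 1 day. Genes with a mean of at least 3 over the arrays of the fit were tested, and adjusted p values are those of Benjamini and Hochberg over all genes tested. A gene was called changed at an adjusted p under 0.05 and a change of at least 1.5 fold. Lists of genes, 37 in number, were written from general knowledge of muscle, its cell types, its metabolism and its signaling pathways. They were tested with camera from limma at a correlation of 0.01 between genes, with a correlation estimated from the data as an alternative, and with fry, and p values were adjusted over the 37 lists. The adjusted p values at single genes are from limma, and those at lists from camera unless another test is named. Counts of genes shared by ES and GA were tested with Fisher's exact test. Genes are separated where all 3 arrays of a group lie on the same side of all 3 of the other, which chance gives for 10% of genes. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

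The genes named are those the paper names, up to 8 rises and 8 falls with the largest size among genes that were called and separated, and up to 4 called members of each list, apart from the ends of a list's range and genes marked as chosen after their values were seen. The alternatives were other filters on dim or invariant rows, other normalizations, no fold minimum, fits of the 2 groups alone or of all arrays together, a trended and robust prior, other ways to join the rows of a gene, the methods' test across groups, the replicate number as a block, and each array left out in turn, where a group left with 2 arrays is assumed to vary like the others. The calls were tested on simulated data, in which 67 genes at 2 fold were set to differ in each comparison and 64.2% (the difference between ES and GA at 1 day) to 92.5% (the mean GA effect) of them were called. At 1.5 fold 17.9% to 56.7% were called, so changes near the minimum were often missed. In the real data the count after 3 days of GA moved from 0 to 1286 without Sham-GA 3 days replicate 2. The simulated shares may therefore be too high for comparisons in which an array stands apart. The enrichment analysis with GeneGo was not repeated here, and the quantitative PCR and muscle weights were not used here.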

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

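The tests of a response to the sham operation and of a lower share of muscle fiber RNA were chosen only after the results were seen.

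For 8 genes the effects of 1 day of ES and 1 day of GA differed, in a contrast over all 33 arrays with limma, and the paper does not test this difference. The ES effect minus the GA effect on the log2 scale was 1.45 for Adi1, 0.96 for Chchd5, 1.20 for Dusp12, 1.56 for Lyplal1, 1.01 for St3gal5 and 1.49 for Tom1l1, and -1.12 for Egr3 and -1.48 for Kcnk10. The adjusted p was 0.021, 0.023, 0.012, 0.015, 0.021, 0.023, 0.012 and 0.00078, in this order. Without any 1 of the 12 arrays Kcnk10 kept its call (adjusted p up to 0.0062), and Egr3 lost it without GA 1 day replicate 3 (0.053) or Sham-GA 1 day replicate 3 (0.06). Each of the other 6 lost its call without some of the arrays, with highest adjusted p values of 0.11 (Adi1), 0.13 (Chchd5), 0.064 (Dusp12), 0.083 (Lyplal1), 0.12 (St3gal5) and 0.13 (Tom1l1). Among 100 splits of the arrays within these groups, 17 gave as many genes, the real one included, with 267 the highest of the others, so chance cannot be excluded for the count of 8.

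C7, a complement component (transcript cluster 10821666), rose 6.09-fold after SCI, from 7.74 ± 0.466 to 10.34 ± 0.373 (SD, n = 3), a log2 fold change of 2.61 (limma adjusted p = 0.018), and is not among the genes of Table S1. It kept its call only without Sham-SCI replicate 1 (adjusted p = 0.04) or 2 (0.044), and otherwise had an adjusted p up to 0.11.

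Sham-GA 3 days replicate 2 and Sham-GA 1 day replicate 1 resembled the GA arrays, with scores of 0.933 and 0.951 on a scale from 0 (Sham-GA) to 1 (GA), while GA 3 days replicate 2 and GA 1 day replicate 2 had 0.277 and 0.379. The split that exchanges the pair of 3 days called 1843 genes, against 0 with the real groups and 0 as the highest of the other splits, and that for 1 day called 339, against 8 with the real groups and 1 as the highest of the others. Sham-GA 7 days replicate 3 also had a high score (0.883, with 0.538 and 0.431 in GA 7 days replicates 1 and 2), yet no exchange at 7 days called more than 1 gene, so a high score alone is no sign of an exchange. An exchange of samples at these times is therefore a candidate explanation. The 8 genes called at 1 day had all 3 GA arrays above all 3 Sham-GA arrays. They were called under the labels as given, so this cannot count against an exchange. The plantaris weights of the paper's Table 1 were higher in GA than in Sham-GA at 3 days, but are means over more animals. A response of these Sham-GA animals to the sham operation cannot be told apart from an exchange by the score of 0.933. Every GA and Sham-GA animal was operated on, and the Sham-SCI animals, without a hindlimb operation, belong to the other experiment.

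Denervation and atrophy genes deviated by 1.78 on average in SCI-ES 1 day replicate 1 from their medians over the 15 arrays, against 0.377 and 0.655 in the other arrays of its group. A lower share of muscle fiber RNA would raise the markers of all other cell types, and the endothelial markers of this array deviated by -0.666 while the fibroblast and macrophage markers deviated by 0.257 and 0.238, which argues against it. A difference between animals in their response to 1 day of ES may remain, and was not tested.

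Olfactory receptor genes, used as genes with no expected signal, were lower in SCI than in Sham-SCI (51 genes, median -0.166) and higher after 7 days of ES than in SCI (0.155). The median change of 3029 other dim genes of the same brightness was -0.0581 and 0.044, which is 0.35 and 0.284 of that size, and 1018 other olfactory receptor genes had medians of -0.143 and 0.128. The shift was therefore not in the 51 genes alone. No biological explanation was tested. Random lists of the same brightness had medians from -0.116 to -0.00872 and from -0.00306 to 0.0904 (95% of 10000 lists). The medians of the 51 genes lay outside both ranges, which argues against a shift shared equally by all dim values as the whole explanation for these genes. Whether such a shift took a part cannot be told here. The olfactory receptor list passed camera at the preset correlation in both comparisons and in SCI-ES 7 days versus SCI-ES 1 day. With an estimated correlation its camera adjusted p was 0.42, 0.47 and 0.46, in this order. A call at the preset correlation can therefore arise in genes with no expected signal.

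Each comparison of 3 with 3 arrays has 10 splits, too few for a share under 0.05. The genes called with the real groups and the highest count of the other splits were 58 and 1 for SCI versus Sham-SCI, where 1 split gave as many, the real one. After ES they were 0 and 155 at 1 day, 0 and 0 at 3 days, 0 and 1 at 7 days, and 0 and 1 for 7 days against 1 day, where 10 splits gave as many by definition. They were 8 and 339 after 1 day of GA (2 splits), 0 and 1843 after 3 days and 0 and 1 after 7 days (10 splits each). By limma the real groups gave 1053, 444, 410 and 1754 genes at an unadjusted p under 0.05 in the ES comparisons, in this order, and 2383 and 380 after 3 and 7 days of GA. The 155, 339 and 1843 genes point to a structure of the samples other than their groups, and the 155 came from the exchange of SCI-ES 1 day replicate 2 with SCI replicate 2, where every other split gave 0. On the scale from SCI (0) to SCI-ES 1 day (1) these arrays had scores of 0.139 and 0.738, against 0.537 and 0.551 in the other SCI-ES 1 day arrays and 0.476 and 0.226 in the other SCI arrays. Whether this pair was exchanged is left open, and the results at 1 day of ES rest on the labels as given. For the mean GA effect, 100 of 100 splits gave at least the 0 genes called (2782 at an unadjusted p under 0.05), as any split must, with 944 as the highest of the others, and this count of splits tests nothing.

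The gene lists called with the real groups and the highest number in the other splits were 14 and 15 for SCI versus Sham-SCI (5 of 10 splits gave as many). After ES they were 11 and 19 at 1 day (6), 13 and 17 at 3 days (6), 7 and 16 at 7 days (10), and 14 and 18 for 7 days against 1 day (6). After GA they were 8 and 15 at 1 day (6), 12 and 15 at 3 days (6) and 11 and 17 at 7 days (4). In every one of these comparisons another split called more lists than the real groups did.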

How the results depend on the processing

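Leaving out together the 4 arrays that stand apart (SCI replicate 2, SCI-ES 1 day replicate 1, Sham-GA 1 day replicate 1 and Sham-GA 3 days replicate 2) was chosen after seeing the data, and the other alternatives were not. Where no reason is given, the cause was not tested. Arrays give no count of reads, and dim values near the background limit what can be seen of weakly expressed genes.

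The number of genes called in SCI versus Sham-SCI was 154 in the 2-group fit, 142 in 1 fit of all 33 arrays, 26 with the replicate block, 368 by the methods' test across groups unadjusted, 367 with the variance filter too, and 1 with Benjamini-Hochberg. In 1 fit of all 33 arrays it was 3 for SCI-ES 1 day, 3 for ES at any time, 13 for SCI-ES 7 days versus SCI-ES 1 day, 81 for GA 1 day, 81 for GA at any time and 5 for the mean GA effect. The methods' test across groups, unadjusted, gave 117 for SCI-ES 1 day, 42 for SCI-ES 3 days, 26 for SCI-ES 7 days, 182 for SCI-ES 7 days versus SCI-ES 1 day, 151 for ES at any time, 534 for GA 1 day, 678 for GA 3 days, 158 for GA 7 days, 287 for the mean GA effect, 1004 for GA at any time and 37 for both ES and GA. With the variance filter it gave 117, 42, 25, 181, 150, 534, 678, 158, 287, 1004 and 37, in this order, and with Benjamini-Hochberg 0 for GA 1 day and 0 for GA at any time. The 2-group fit gave 0 for GA 1 day, 1 for GA 7 days, 1 for GA at any time and 3 for the difference between ES and GA at 1 day, which was 16 with each array shifted to the same median. The replicate block gave 1 for GA 1 day and 1 for GA at any time. Without the 4 arrays that stand apart it was 694 for GA 1 day, 1978 for GA 3 days, 1113 for the mean GA effect, 2355 for GA at any time and 101 for the difference. For both ES and GA an unadjusted p under 0.05 with 1.5 fold in each gave 67. Arrays with the same replicate number were no more alike than others (mean r of their residuals -0.0369 and -0.0469 in the 2 experiments, against 0.0182 and 0.0261), so the numbers were not read as pairs.

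With 1 array left out, the lowest and highest numbers of genes called were 5 (without Sham-SCI replicate 3) and 65 (without Sham-SCI replicate 2) for SCI versus Sham-SCI, and for ES 0 and 27 at 1 day and at any time, 0 and 0 at 3 and at 7 days, and 0 and 99 for 7 days versus 1 day, where 27 and 99 are without SCI-ES 1 day replicate 2. For GA they were 1 and 182 (without Sham-GA 1 day replicate 1) at 1 day, 0 and 1286 (without Sham-GA 3 days replicate 2) at 3 days, 0 and 0 at 7 days, 0 and 493 for the mean effect and 1 and 1295 at any time (both without Sham-GA 3 days replicate 2). For the difference they were 1 (without GA 1 day replicate 3) and 102 (without Sham-GA 1 day replicate 1), and 0 and 0 for both ES and GA. The correlation of SCI and ES effects ranged from -0.53 to -0.13 at 1 day, from -0.529 to -0.0298 at 3 days, and from -0.463 to 0.0897 at 7 days, where it reversed without SCI-ES 7 days replicate 3. The number of gene list tests called, 114 over 10 comparisons, ranged from 109 to 126, and was 0 with the correlation estimated from the data.

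Chrna1 in SCI-ES 3 days versus SCI reversed to 0.143 without SCI replicate 2, and so to 0.143 without the 4 arrays that stand apart, of which it is part, and was -1.33 at the lowest with 1 array left out (SCI replicate 3). Without SCI replicate 2 the gene list glycolysis in SCI-ES 7 days versus SCI reversed (adjusted p = 0.99, 0.91 without the 4 arrays, and at the lowest 4.1e-05 without SCI replicate 3) as did the gene list oxidative phosphorylation subunits in SCI-ES 1 day versus SCI (0.1), the latter also without SCI-ES 1 day replicate 2 (0.26), over a range with 1 array left out from 5.3e-19 without SCI-ES 1 day replicate 1 to 0.38 without replicate 3. Macrophage markers in SCI versus Sham-SCI reversed without Sham-SCI replicate 2 (adjusted p = 1), with 1.6e-06 as the lowest, without Sham-SCI replicate 1. With 1 array left out 788 list results were the same, 120 no longer passed and 4 reversed, and for named genes 939 were the same, 156 no longer passed, 32 newly passed and 1 reversed. With the replicate block 160 of 180 results at named genes were the same and 20 no longer passed, and 114 of 114 lists were the same. Without the 4 arrays that stand apart 22 list calls ended, in SCI versus Sham-SCI for denervation (adjusted p = 0.26) and satellite cells (0.32), in SCI-ES 1 day versus SCI for blood vessel formation (0.16) and Notch (0.06), in SCI-ES 3 days versus SCI for denervation (0.89), motor endplate (0.53), fatty acid oxidation (0.17), endoplasmic reticulum folding (0.34) and neutrophil markers (0.19), and in SCI-ES 7 days versus SCI for oxidative phosphorylation (0.72), satellite cells (0.51) and stretch and load (0.91). The others were 5 in SCI-ES 7 days versus SCI-ES 1 day (0.13 to 0.35), 3 for the difference between ES and GA at 1 day (0.066 to 0.5), tendon markers in GA 7 days (0.059) and chaperones for the mean GA effect (0.26). With a trended and robust prior the calls of Angptl2 (0.057), Ankrd2 (0.057) and Zfp474 (0.059) after SCI and of Atf3 after GA 1 day (0.053) ended, and with quantile normalization again those of Ankrd2 and Zfp474 (0.05 each). The dim-row filter at 6 kept 94 of 114 list calls, the variance filter 99 and quantile normalization again 104.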

Differences from the paper's values

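The counts below use the paper's minimum of 1.5 fold, with limma and an adjusted p under 0.05 here, where the paper states its own test across groups. Of the alternatives chosen before the data were examined, those named below as closer come within 1.5 times of the paper's value for the numbers given with them.

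After SCI the paper gives 404 altered genes, 219 upregulated and 185 downregulated, and here 58, 23 and 35 were called. The methods' test across groups, unadjusted, gave 368, 206 and 162, and with the variance filter 367, 206 and 161, and both come within that range. After ES at any time the paper gives 165 genes and here limma called 0. At 1 day the paper gives 129, 90 upregulated and 39 downregulated, and here it called 0, 0 and 0, with 1053 genes at an unadjusted p under 0.05. At 3 days the paper gives 29 and here it called 0 (444 at an unadjusted p under 0.05), and at 7 days the paper gives 29 and here it called 0 (410). The methods' test, unadjusted, gave 151 at any time, 117, 80 and 37 at 1 day, 42 at 3 days and 26 at 7 days, and with the variance filter 150, 117, 80, 37, 42 and 25, and these come within that range. An unadjusted p under 0.05 by limma with 1.5 fold, set as an alternative only for the genes of both ES and GA, gave 220 after ES at any time, 175, 132 upward and 43 downward, at 1 day and 38 at 3 days, and these come within it too. At 7 days it gave 16, which does not come within that range.

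After GA at any time the paper gives 468 genes and here 8 were called. For genes downregulated and genes upregulated in GA 3 days versus Sham-GA 3 days the paper gives 309 in all, 140 downregulated and 169 upregulated, and here limma called 0, 0 and 0, with 2383 at an unadjusted p under 0.05. None of those alternatives comes within that range, and the methods' test, unadjusted, gave 1004 at any time and 678, 366 downward and 312 upward, at 3 days. For GA the paper does not state which term of its ANOVA a gene had to pass, so the test used here may not be the paper's own. The paper gives 16 genes altered by both ES and GA, and here 0 were shared by limma, 67 at an unadjusted p under 0.05 and 1.5 fold in each and 37 by the methods' test, and none of these alternatives comes within that range. For the percent fewer genes after ES, from ES and GA at any time, the paper gives 65%, and here the value was 100%, with 96.3% in 1 fit of all 33 arrays and 85.0% by the methods' test (85.1% with the variance filter), and these come within 1.5 times of it, as the main value does not.

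The paper states that Dclk1, GADD45a and Ostalpha were downregulated after ES. Here the log2 fold changes at 1 day were 1.64, 1.64 and 1.87 for Dclk1, Gadd45a and Slc51a, and they were below 0 at 3 and 7 days, and none passed the test. The paper's text gives the same number of genes at 3 and 7 days, and its Table S3 for 3 days lists 42 rows for 42 genes and Table S4 for 7 days 30 rows for 29 genes, so the difference is at 3 days. The legends of Figures 4A and 5B give Sham-SCI as the reference, while the ratios match those against SCI here. Figure 4A is described as the genes most upregulated by ES, and Pfkfb3 in it had a log2 fold change of -1.10 at 1 day here. For 3 days of GA its Table S6 lists 315 rows for 300 genes. Its Tables S2 to S4 share 23 genes with Tables S5 to S7, which is more than its text gives. Of 351 genes of Table S1 with 1 symbol 350 had the same direction here, 343 had an unadjusted p under 0.05 by limma and 57 were called.

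The paper names Sfrp2, Casq2 and Myh7b as changed by SCI, and here they did not pass the test. Sfrp2 passed with the dim-row filter at 6 (adjusted p = 0.049), the variance filter (0.039), the 2-group fit (0.039), 1 fit of all 33 arrays (0.005) and without Sham-SCI replicate 1 (0.045), over a range of 0.005 to 0.28 in all alternatives of limma and the methods' test with Benjamini-Hochberg. Casq2 passed in the 2-group fit (0.014) and in 1 fit of all 33 arrays (0.0063), and Myh7b in the same fits (0.017 and 0.036). Across the same alternatives the adjusted p ranged to 0.35 for Casq2 and to 0.31 for Myh7b.

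Other genes named in the paper or here passed after SCI in the 2-group fit, namely Asb18, Bgn, Col3a1, Cthrc1, Ctsk, Dnajb4, Lgi1, Mettl21c, Mmp14, Mmp2, Pla2g7, Sparc and Tecrl (adjusted p 0.011 to 0.049). In 1 fit of all 33 arrays those that passed after SCI were Axin2, Bgn, Col3a1, Cthrc1, Ctsk, Gpc3, Hsp90aa1, Igfbp7, Mettl21c, Mmp14, Mmp2, Pla2g7, Sparc, Tecrl and Tmem100 (adjusted p 0.0065 to 0.05). With the variance filter they were Gpc3, Mettl21c, Mmp14 and Mmp2 (adjusted p 0.046 to 0.05). Without the 4 arrays that stand apart Hsp90aa1 and Tmem100 passed (adjusted p 0.017 to 0.036). After 1 day of ES Bmp5, Cyp4f18 and Rnase17 passed without SCI-ES 1 day replicate 2 (adjusted p 0.00034 to 0.022). There Rnase17 also passed in 1 fit of all 33 arrays (adjusted p = 0.037). After 1 day of GA, B3galt2, Egr1, Enah, Hbegf, Idh1, Lyplal1 and Tom1l1 passed in 1 fit of all 33 arrays (adjusted p 0.02 to 0.049). Without Sham-GA 1 day replicate 1 it was B3galt2, Cpt2, Cyp4f18, Egr1, Fgf1, Hbegf, Idh1, S100a9, Tnfsf10 and Tom1l1 (adjusted p 0.0037 to 0.05). Leaving out GA 1 day replicate 2 gave Egr1, Enah, Fgf1 and Idh1 (adjusted p 0.01 to 0.049). With the 4 arrays that stand apart left out, Adi1, Ankrd1, B3galt2, Cpt2, Cyp4f18, Egr1, Enah, Fgf1, Hbegf, Idh1, Lyplal1, S100a9, Sesn1, Tnfsf10 and Tom1l1 passed at 1 day of GA (adjusted p 0.0028 to 0.037). At 3 days of GA Acaa2, Acadvl, Acox2, Adamts1, Cpt2, Egr1, Hadha, Jak2, Lbp, Nos1, Osmr, Pln, Ppargc1a and Sdhd passed without Sham-GA 3 days replicate 2 (adjusted p 0.021 to 0.045). All of these passed there with the 4 arrays left out, which gave Acaa2, Acacb, Acadvl, Acox2, Adamts1, Ankrd1, Cpt2, Egr1, Hadha, Jak2, Lbp, Map1a, Mybph, Nos1, Osmr, Pln, Ppargc1a, Prox1 and Sdhd (adjusted p 0.0049 to 0.044). Calls made here also ended under these settings. Without the 4 arrays that stand apart those after SCI for Agtr2, Angptl2, Ankrd2, C7, Cntfr, Homer2, Postn, Rrad, Sfrp4 and Zfp474 ended (adjusted p 0.055 to 0.11). After SCI that for Cntfr ended in the 2-group fit (adjusted p = 0.062), and those for Rcan2 (0.16) and Sh3rf2 (0.07) in 1 fit of all 33 arrays. In the 2-group fit the 8 calls after 1 day of GA ended (adjusted p 0.25 to 0.3), as did 5 of the 8 for the difference between ES and GA at 1 day (adjusted p = 0.13). By the methods' test across groups, unadjusted, 139 results at named genes passed that do not pass here and 33 stayed the same, with the variance filter and without it.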

Other observations

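All tests in this part were planned except the fit without the arrays that stand apart, which was chosen after seeing the data. The order in which the results are given was also chosen after seeing the data.

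On the arrays, several genes that the paper measured by PCR had log2 fold changes after SCI and after 7 days of ES of 0.01 and 0.15 (Ppargc1a), -0.38 and 0.09 (Ppargc1b), -0.96 and 0.04 (Myh7), -0.86 and -0.35 (Tnni1), -1.15 and -0.17 (Tnnc1), 1.14 and -0.23 (Sfrp1), 0.02 and -0.16 (Lef1), -0.22 and 0.08 (Lrp5), 0.11 and -0.09 (Hey1), and 0.16 and 0.15 (Hes1). By limma none of these passed the test.

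The lists below were called with a fixed correlation between genes, none was called with one estimated from the data, and other splits of the same arrays called as many lists or more.

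Genes of the Notch pathway had a median log2 fold change of -0.16 after 1 day of ES (15 of 19 below 0, camera adjusted p = 0.0026, and adjusted p = 0.56 with an estimated correlation) and of 0.14 after 3 days (14 of 19 above 0, 0.0027, and adjusted p = 0.68 with an estimated correlation). The call at 1 day ended without SCI-ES 1 day replicate 1 (adjusted p = 0.17), and that at 3 days with the variance filter (0.062). Wnt ligands and receptors had a median of -0.11 after 1 day of ES (22 of 30 below 0, camera adjusted p = 0.006, and adjusted p = 0.56 with an estimated correlation).

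Denervation and atrophy genes had median log2 fold changes against SCI of 0.61 after 1 day of ES, -0.43 after 3 days and -0.57 after 7 days, when 19 of 19 were below 0, from -2.52 (Chrna1) to -0.13 (Fbxo21). The camera adjusted p was 0.029, 0.0012 and 9.4e-08, and with an estimated correlation the adjusted p was 0.85, 0.70 and 0.52. The call at 1 day ended without SCI replicate 1 (0.24), SCI replicate 3 (0.55) or SCI-ES 1 day replicate 1 (0.78), and that at 3 days without SCI replicate 2 (0.78) or SCI-ES 3 days replicate 2 (0.069). The former also ended with the dim-row filter at 6 (0.12), with quantile normalization again (0.12) and with each array shifted to the same median (0.11). As mean deviations from their medians over the arrays, these genes were at -0.0702, 1.21 and -0.0495 in SCI replicates 1 to 3. In SCI-ES 7 days replicates 1 to 3 they were at -0.154, -0.393 and -0.366. SCI replicate 2 thus contributes most to the difference at 7 days, although every array at 7 days lay below every SCI array.

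Tendon markers had a median of -1.10 after 1 day of GA (7 of 7 below 0, camera adjusted p = 0.0081, and adjusted p = 0.91 with an estimated correlation) and of 0.56 after 7 days (0.046, and adjusted p = 0.82 with an estimated correlation). The call at 7 days ended without GA 7 days replicate 1 (0.3) or 3 (0.22), or Sham-GA 7 days replicate 1 (0.53) or 3 (0.17). It also ended with the dim-row filter at 6 (0.089), the variance filter (0.096), quantile normalization again (0.059), the 2-group fit (0.11), 1 fit of all 33 arrays (0.15), every row with 1 symbol (0.056) and the 4 arrays that stand apart left out (0.059), and the call at 1 day ended in 1 fit of all 33 arrays (0.058).

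Lists for calcineurin and NFAT, the circadian clock, glutathione metabolism, Schwann cell markers and adipocyte markers were not called by camera in any of the 10 comparisons. After SCI the circadian clock genes had a median of 0.19 (camera adjusted p = 0.22) and the Schwann cell markers one of 0.12 (0.26).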
